# Single cell RNA-sequencing identifies a metabolic aspect of apoptosis in *Rbf* mutant

**DOI:** 10.1038/s41467-018-07540-z

**Published:** 2018-11-27

**Authors:** Majd M. Ariss, Abul B. M. M. K. Islam, Meg Critcher, Maria Paula Zappia, Maxim V. Frolov

## Abstract

The function of Retinoblastoma tumor suppressor (pRB) is greatly influenced by the cellular context, therefore the consequences of pRB inactivation are cell-type-specific. Here we employ single cell RNA-sequencing (scRNA-seq) to profile the impact of an *Rbf* mutation during *Drosophila* eye development. First, we build a catalogue of 11,500 wild type eye disc cells containing major known cell types. We find a transcriptional switch occurring in differentiating photoreceptors at the time of axonogenesis. Next, we map a cell landscape of *Rbf* mutant and identify a mutant-specific cell population that shows intracellular acidification due to increase in glycolytic activity. Genetic experiments demonstrate that such metabolic changes, restricted to this unique *Rbf* mutant population, sensitize cells to apoptosis and define the pattern of cell death in *Rbf* mutant eye disc. Thus, these results illustrate how scRNA-seq can be applied to dissect mutant phenotypes.

## Abstract (web summary)

The function of the Retinoblastoma (Rb) protein is regulated by its cellular environment. Here, the authors perform single cell RNA-sequencing during *Drosophila* eye development and identify the impact of an Rbf mutation, which sensitises specific cells to apoptosis by changing metabolism.

## Introduction

Functional inactivation of the retinoblastoma protein (pRB) is considered an obligatory event in the development of human cancer and is usually attributed to its ability to block cell-cycle progression through negative regulation of the E2F transcription factor. Binding to pRB inhibits E2F transcriptional activity and halts cell cycle. Conversely, the inactivation of pRB releases E2F and allows S-phase entry^1^. Such a simplistic view is built on the assumption that pRB operates in the same way across different cell types. However, mouse models and clinical studies have revealed that the function of pRB is greatly influenced by the cellular context. The consequences of pRB inactivation are thought to be determined by a unique, cell-type-specific molecular circuitry around pRB. Such specific interactions may also help to explain why cancer originates in a specific cell type. For example, human retinoblastoma is believed to be derived from post-mitotic cone precursors. These cells are uniquely sensitive to Rb loss as they express cone lineage factors (TRβ2 and RXRγ) and the oncoproteins MYCN and MDM2^2^. Thus, it is important to understand how mutations in the RB pathway affect individual cell types. This point is especially relevant in interpreting the results of genome-wide studies, which have been extensively used to deduce how the RB pathway operates. However, averaging gene expression using bulk samples does not provide sufficient resolution to determine the impact of RB pathway mutations on individual cell types.

Recent advances in single-cell RNA-sequencing (scRNA-seq) offer an opportunity to detect variation at the cellular level and dissect heterogeneous tissues into unique cell clusters. Surprisingly, although scRNA-seq has been used to study tumor heterogeneity in cancer, this technology has yet to be adapted to dissect the mutant phenotypes in model organisms. *Drosophila* has a streamlined version of the mammalian RB pathway and proved to be invaluable in deciphering its role in vivo^3^. For example, investigating the mutant phenotype of *Rbf*, encoding the pRB ortholog, provided key insights into the function of *Rbf*in development. Like in mammalian cells, inactivation of *Rbf* in the larval eye imaginal disc results in mild cell-cycle defects and apoptosis. Increased sensitivity to apoptosis of *Rbf*-deficient cells is commonly attributed to elevated expression of apoptotic E2F target genes such as *hid* in flies. Notably, despite *hid* being upregulated throughout almost the entire *Rbf* mutant eye disc, apoptosis is restricted to cells anterior to the morphogenetic furrow that show a transient reduction in epidermal growth factor receptor (EGFR) signaling^4^. Thus, the *Rbf* mutant eye disc represents an ideal setting to apply scRNA-seq methodology and identify a precise cellular context that makes *Rbf* mutant cells sensitive to apoptosis.

Here, we report an atlas of 11,500 wild-type eye disc cells with 1× cellular coverage that includes major cell types in the developing larval eye. We also find a transcriptional switch during photoreceptor differentiation. We then utilize this resource to examine the *Rbf* mutant phenotype and identify a specific population of cells with increased glycolysis that makes them sensitive to E2F-dependent apoptosis. Thus, our results illustrate the applicability of scRNA-seq to profile mutant phenotypes.

## Results

### A cell atlas of the wild-type third-instar larval eye disc

The *Drosophila* eye remains a preferable model to investigate the control and coordination of cell proliferation, differentiation and apoptosis. During the third-instar larval stage, the morphogenetic furrow (MF) sweeps across the eye disc from the posterior margin towards the anterior, demarcating the onset of neuronal differentiation. The asynchronously dividing cells of the anterior compartment arrest at G1 upon entry into the MF, specifying into photoreceptors as they exit posteriorly. However, not all cells commit to the differentiation program upon emerging from the MF. The remaining uncommitted interommatidial cells undergo one synchronous round of cell division called the second mitotic wave (SMW) posterior to the MF and then remain quiescent (Fig. 1a).

**Fig. 1:**
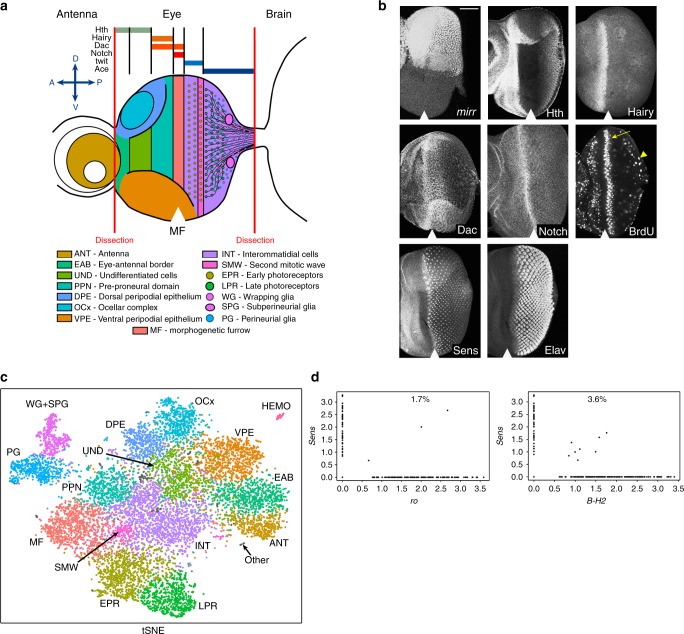
A cell atlas of the wild-type third-instar larval eye disc. **a** A cartoon representation of the eye-antennal disc and known cell types that are color coded. The red vertical lines indicate where the dissections were made. The expression domains of genes above that were used to assign cell clusters. D dorsal, V ventral, P posterior to the MF, A anterior to the MF. **b** The pattern of the expression of cell-type markers in the eye as revealed by immunofluorescence. BrdU labeling shows the location of SMW (yellow arrow) and PG (yellow arrowhead) cells undergoing cell division. The scale bar is 50 µm. **c** The tSNE representation of 11,416 wild-type eye disc cells. Each cluster represents a cell type/domain, characterized by a unique gene expression signature. Clusters are color coded as in (**a**). Other cells are labeled as gray. **d** Gene/gene plots generated on all photoreceptors for *sens* (R8) and *ro* (R2/5), *sens* and *B-H2* (R1/6). The percentage represents doublets, based on the detection of two R cell-specific markers in the same single-cell library. The position of the MF is shown by white arrowhead

There are several transcriptional domains in the eye disc. The pre-proneural (PPN) domain located immediately anterior to the MF is defined by the expression of *hairy* (*h*) and *dachshund* (*dac*) (Fig. 1a, b)^5^. Cells anterior to the PPN express *homothorax* (*hth*) in the eye-antennal domain as well as the apical peripodial epithelium, a thin squamous membrane overlying the eye disc proper, which gives rise to the head capsule (Fig. 1a, b). In the posterior compartment, photoreceptors are organized in repetitive units called ommatidia. Eight photoreceptors (R1–R8) are recruited into each ommatidium in a sequential manner and can be distinguished by specific markers: Senseless (Sens) marks R8 (Fig. 1b), BarH1/2 are expressed in R1 and R6, while Rough (Ro) delineates R2 and R5^6^. Following specification, photoreceptors project their axons in the basal compartment to form connections with migratory glial cells from the brain.

We began by building a catalog of cells in the wild-type third-instar larval eye disc using Drop-seq, a microfluidic-based scRNA-seq platform^7^. The third-instar larval eye discs were dissected at the optic stalk and eye-antennal domain, then dissociated into a single-cell suspension. To control for potential batch effects, a total of 550 eye discs were dissected over 11 biological replicates and scRNA-seq was performed on each replicate. 

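Drop-seq encloses single cells in droplets together with beads whose primers carry a barcode for the cell and a unique molecular identifier (UMI) for each captured transcript, so that transcripts are counted near their 3′ ends. Each of the 11 wild-type replicates is 1 library, for which the authors deposited a matrix of whole-number UMI counts per gene and cell barcode, without normalization. They mapped the reads to the BDGP6 genome with STAR, counted UMIs on Ensembl gene models with the Drop-seq tools, excluded mitochondrially encoded genes and chose barcodes from a knee plot. The matrices held 24089 barcodes and between 374478 and 5679368 UMIs per library, with a median of 2000192.
Here, cells with 200 to 3000 genes were kept, as the methods of the paper state. Each cell was scaled to 10000 UMIs and log-transformed, the trend with the UMIs of a cell was taken out, and 20 principal components of 2000 variable genes were clustered at a resolution of 1.6. Every gene that the results of the paper name was left out of the variable genes, so that none of these genes helped to define the clusters from which its values were read. Other genes could take part in the clustering. Clusters were named from other markers of Supplementary Data 1, which the authors drew from these libraries, and the resulting classes are written MF-like, EPR-like and so on because the files used here hold no list that assigns each cell to a cluster. UMIs were then summed per library and class, for classes with at least 10 cells in a library, or 3 for HEMO-like cells. Values are CPM, which here are UMIs per 1000000 UMIs of a library and class, normalized by the TMM method of edgeR, as mean ± SD across libraries. Each class was compared with the mean of the other named classes, with the library as a block, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 3110 genes tested. Pairs of classes were also compared within libraries by an exact sign-flip permutation test, two-sided and adjusted over 12 such comparisons, which was chosen after the values had been seen.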

Following quality controls, sequencing data were collected from 11,416 individual cells at an average depth of 30,344 mapped reads per cell, with a total of 16,331 genes detected. 

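The 17965 cells that passed the filter came to between 298 and 3865 cells per library. A further 5945 barcodes had fewer than 200 genes and 179 had more than 3000. The kept cells had a median of 772 UMIs and 421 genes per cell, and the median of a library ranged from 624 UMIs in wild-type replicate 11 to 1773 UMIs in wild-type replicate 2. In wild-type replicate 2 the kept cells held 63.7% of the UMIs of the library, since 27 barcodes over the upper limit held the rest. A UMI in at least 3 cells was found for 16285 genes. The first 1999 of the 11416 rows of Supplementary Data 8, which lists the barcodes of the cells that the authors kept, could be read. Of these, 1998 were found in the matrices, and all 1998 passed the filter, with 290 to 2907 genes. A minimum of 300 genes left 13362 cells, and a minimum of 500 genes left 7106.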

To unbiasedly classify cell types, we performed a t-stochastic neighbor embedding (tSNE) analysis using Seurat^8^ and identified 15 distinct cell clusters (Fig. 1c, Supplementary Table 1). 

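The 17965 cells fell into 21 clusters of 65 to 1719 cells, of which 13 were named, each for 1 class. The other 8 clusters held 6956 cells, or 35.9% ± 12.5 of the cells of a library (SD, n = 11), and stayed unnamed. One of these, with 1692 cells, had genes of the *Hsp70* family among its leading genes. No cluster passed the rules for PPN or SMW. The cluster nearest to SMW had 633 cells and 5 of 8 SMW markers raised at least 1.5-fold, but none of these markers was among its 10 leading genes. A resolution of 0.8 gave 16 clusters, and the other settings gave 17 to 22. A SMW-like cluster was named under 5 of these settings, with 594 to 1558 cells, and a PPN-like cluster under none.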

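Of the 13 named classes, 12 had cells in all 11 libraries, and HEMO-like cells were found in 10. The variance of the share of a class over the 11 libraries was between 1.60 times (VPE-like cells) and 56.4 times (UND-like cells) the binomial variance, with a median of 7.63 times over the 13 classes. Separate dissections are expected to vary beyond counting error, so this ratio describes the spread and is no test of evenness. VPE-like cells made up 7.40% ± 1.09 of a library (SD, n = 11). UND-like cells made up 4.69% ± 5.26, from 0.0940% in wild-type replicate 11 to 17.5% in wild-type replicate 7. INT-like cells made up 8.95% ± 3.90, with the lowest share in wild-type replicate 11 and the highest, 15.8%, in wild-type replicate 1.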

Cells from each of 11 biological replicates were evenly distributed among the cell populations and contributed to each cluster, with the exception of the rare cell-type HEMO shared by 10 replicates (Supplementary Fig. 1a). This demonstrates that the results are highly reproducible and show no apparent batch effect between samples.

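Some clusters drew most of their cells from 1 library. Wild-type replicate 11 gave 86.3% of an unnamed cluster of 1719 cells, and wild-type replicate 6 gave 71.8% of an unnamed cluster of 394 cells. Among the named classes, UND-like cells drew 60.7% of their 857 cells from wild-type replicate 7 and HEMO-like cells 52.6% of their 76 cells from wild-type replicate 10. In each of the other 11 named classes the largest contribution of a library was between 19.0% and 33.5%. Neither the labels of the libraries nor the text of the paper gives dates or sequencing runs for the replicates.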

To assess the efficiency of cell dissociation in generating a single-cell suspension, we took advantage of known markers that are highly specific for individual photoreceptors. Sens is expressed only in R8 and therefore its expression is mutually exclusive with Rough, a marker for R2/5, or BarH2, a marker for R1/6. Since R8 is positioned in the center of each ommatidium, it is making physical contact with other photoreceptors. If tissues were not effectively dissociated, we expected to find co-expression of Sens with other photoreceptor-specific transcripts such as Rough or BarH2 in single-cell libraries. Significantly, less than 4% of libraries contained mixed R cell-specific transcripts (i.e., *sens* and *ro* transcripts present in the same library), suggesting that >95% represent single-cell transcriptomes (Fig. 1d). 

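Across the 11 wild-type libraries, 1749 cells were EPR-like or LPR-like. The R8 marker *sens* had a UMI in 46 of these cells (2.63%), *ro* in 115 (6.58%) and *B-H2* in 146 (8.35%). Both *sens* and *ro* were found in 4 cells, which is 0.229% of the 1749 cells (95% Wilson interval 0.0890% to 0.587%) and 2.55% of the 157 cells with either gene. Both *sens* and *B-H2* were found in 7 cells, which is 0.400% of all cells (95% Wilson interval 0.194% to 0.824%) and 3.78% of the 185 cells with either gene. The intervals cover counting error only. RNA set free from broken cells also gives UMIs in droplets, and other classes show its size. In VPE-like cells, with a median of 897 UMIs per cell, *sens* was found in 0.376% of cells, *ro* in 0.452% and *B-H2* in 6.55%. In PG-like cells *B-H2* was found in 1.35%, so these classes give no common background for it. In the reference annotation (BDGP6.54 from Ensembl 115, a later release than the authors'), *sens* lies on chromosome 3L from 13396228 to 13401125, *ro* on chromosome 3R from 26876771 to 26881171 and *B-H2* on chromosome X from 17314581 to 17324175, and each is a protein-coding gene.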

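Co-detection was compared with the number of cells that independent detection within each library gives for 2 genes. For *sens* and *ro*, 3.16 cells were expected, and the observed number was 1.27 times as high (permutation within libraries, 100000 draws, two-sided p = 0.779). For *sens* and *B-H2*, 4.29 cells were expected, and the observed number was 1.63 times as high (same test, p = 0.258). The permutations gave 0 to 7 cells for the first pair and 1 to 8 for the second in 95% of draws. When cells were also matched by their number of UMIs, 4.60 and 6.47 cells were expected, which took the ratio for *sens* and *ro* to 0.869. That ratio also fell below 1 when marked doublets were removed, to 0.806, and when at least 500 genes per cell were required, to 0.522. With these numbers of cells, 0 cells with both genes would have given p = 0.0726 for *sens* and *ro* and p = 0.0202 for *sens* and *B-H2*, so even full exclusion could not have passed the test for the first pair. A number above the expected one would have passed from 8 and 9 cells.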

We calculated the expected co-expression values based on independent expression of the three genes and note that our observed results (1.7% and 3.6%) (Fig. 1d) are significantly lower than expected values (*p* value = 2.3 × 10^–7^ using chi-squared test).

Unsupervised Seurat clustering identified 15 cell populations each having a set of differential expressed genes (Supplementary Table 1, Supplementary Data 1 and Fig. 2). Each population was assigned based on known markers computationally derived from the analysis (Fig. 3a, Supplementary Table 1). The MF was distinguished by high levels of Notch signaling (Fig. 1b) including detection of several *E(spl)* genes (Fig. 3a)^9^. 

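The *E(spl)* transcripts peaked, among the named classes, in MF-like cells, of which 1249 were found over the 11 wild-type libraries. For *E(spl)m4-BFM* the log2 fold change of MF-like cells against the mean of the other classes was 4.31 (standard error 0.10, adjusted p = 6.16e-96 from edgeR's quasi-likelihood test). *E(spl)mgamma-HLH* was at 1225 ± 486 CPM (SD, n = 11 libraries), a log2 fold change of 3.56 (standard error 0.12, adjusted p = 2.46e-72, edgeR). For *E(spl)m8-HLH* the log2 fold change was 3.54 (adjusted p = 1.54e-74, edgeR), and for *E(spl)m7-HLH* it was 3.00 (adjusted p = 1.37e-59, edgeR). All 4 genes were next highest in EPR-like cells, where *E(spl)m7-HLH* was at 644 ± 343 against 834 ± 433 in MF-like cells. This gap was smaller than either SD, and the pair was not compared within libraries.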

The expression of *h* and *dac* was used to identify the PPN and, consistent with previous literature, the latter was also observed in the MF (Fig. 3a)^5^. 

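No cluster met the rules for PPN. An unnamed cluster of 1323 cells, nearest to UND and then to PPN, had *dac* and *h* among its 10 leading genes, with *dac* at 391 ± 211 and *h* at 273 ± 141 CPM (SD, n = 10 libraries). An unnamed cluster of 1692 cells, nearest to PPN, had *h* among its 10 leading genes, at 339 ± 170 CPM (SD, n = 8), with *dac* at 354 ± 179. In MF-like cells *dac* was at 769 ± 350 CPM (SD, n = 11), a log2 fold change of 3.05 against the mean of the other classes (standard error 0.11, adjusted p = 1.87e-68, edgeR). The next class was INT-like cells, with 253 ± 102. For *h* the value in MF-like cells was 381 ± 136, a log2 fold change of 1.43 (standard error 0.10, adjusted p = 3.05e-29, edgeR).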

Undifferentiated cells (UND) located anterior to the PPN were identified by the presence of *hth* and *toy* expression.

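UND-like cells had 10 or more cells in 8 wild-type libraries. In these, *toy* was at 733 ± 460.3 CPM (SD, n = 8), a log2 fold change of 1.60 against the mean of the other classes (standard error 0.12, adjusted p = 2.69e-26, edgeR). The next classes were MF-like cells, with 662 ± 254 (n = 11), and EAB-like cells, with 609 ± 255 (n = 9). Both gaps were smaller than the SDs, and these pairs were not compared within libraries. For *hth* the level in UND-like cells was 3661 ± 1431, a log2 fold change of 1.23 (standard error 0.10, adjusted p = 1.00e-22, edgeR). It was higher in OCx-like, ANT-like, EAB-like and VPE-like cells, which ranged from 4395 to 5394, and lower in MF-like cells, with 568.3 ± 193.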

**Fig. 2:**
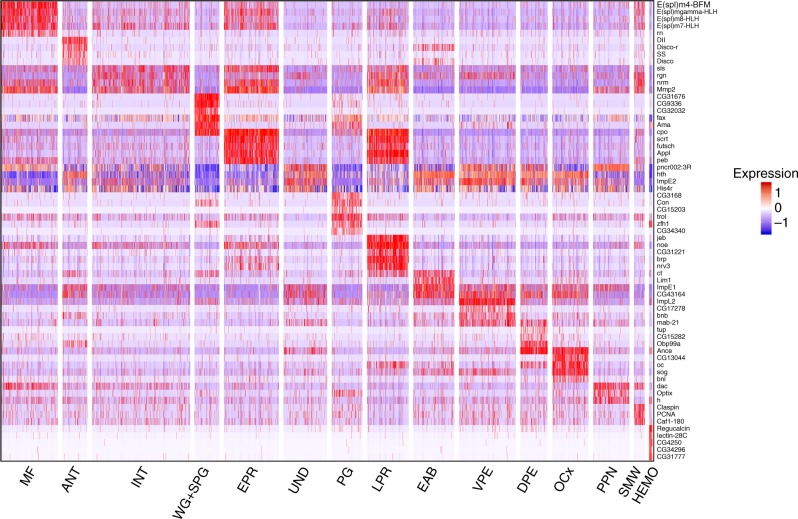
A heat map showing markers across cell populations. Heat map displaying the expression of 65 top markers across 15 wild-type populations

**Fig. 3:**
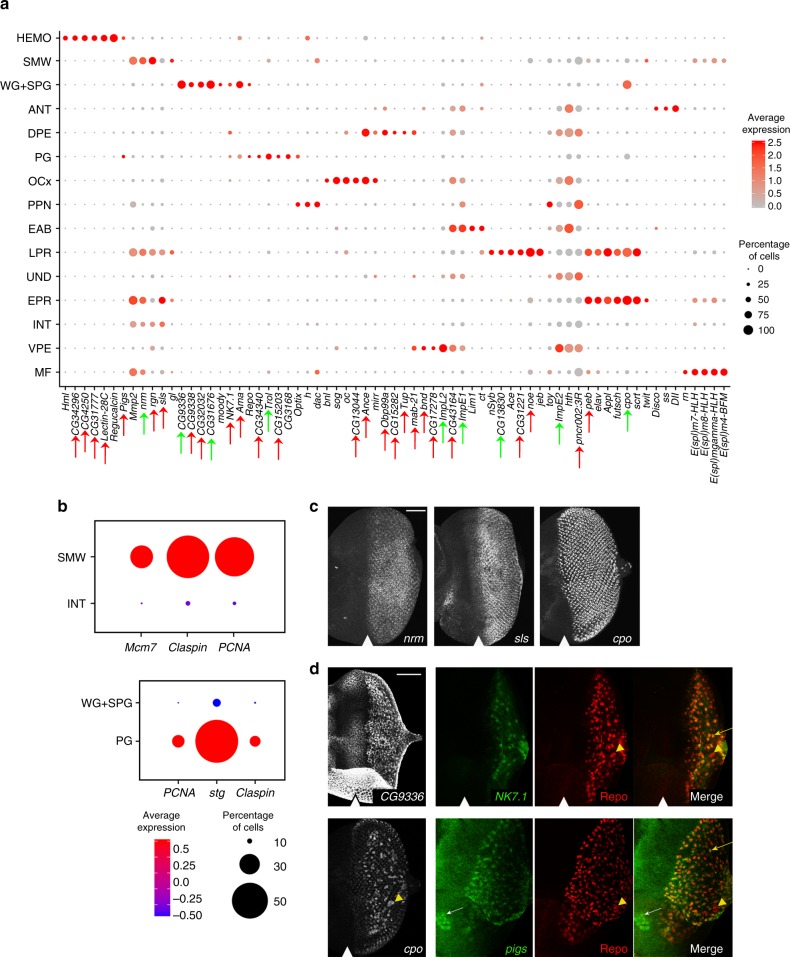
Single-cell RNA-seq identifies cell-specific markers. **a** Dot plot of top markers for all populations. Red arrows point at previously unreported eye cell-type markers. Green arrows indicate genes previously studied in the eye that were not assigned to a specific cell type. The genes without arrows are known markers used to assign cell populations. **b** LacZ enhancer traps for posterior candidate markers *neuromusculin* (*nrm*), *sallimus* (*sls*, also known as *kettin*) and photoreceptor marker *couch potato* (*cpo*). **c** Dot plots, top panel shows interommatidial populations INT and SMW, showing expression of cell-cycle genes exclusively in SMW subpopulation. Bottom panel shows glial cell populations PG and WG+SPG showing expression of cell-cycle genes exclusively in PG. The scale bar is 50 µm. **d** Wrapping glia markers *CG9336* and *NK7.1* of and their expression as revealed by FISH (*CG9336*) and a GFP reporter for *NK7.1* (green). Repo (red) is a glial marker. Merge image marks cells co-expressing *NK7.1* and Repo, also shown with yellow arrow. Markers of PG, *cpo* and *pigs* are revealed by LacZ enhancer trap and GFP reporter, respectively. SPG are indicated by a yellow arrowhead, overlap of Repo and *pigs* shown with yellow arrow. The scale bar is 50 µm. The position of the MF is shown by white arrowhead

The eye-antennal border (EAB) forms the boundary between these two tissues. 

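In EAB-like cells of 9 wild-type libraries, *Lim1* was at 271 ± 169 CPM (SD, n = 9) and *cut*, listed as *ct*, at 288 ± 106. Against the mean of the other classes these were log2 fold changes of 2.82 for *Lim1* (standard error 0.21, adjusted p = 1.66e-26, edgeR) and 1.09 for *ct* (standard error 0.15, adjusted p = 9.65e-10, edgeR). Both genes were as high in ANT-like cells, with 295 ± 213 and 431 ± 174 (n = 11).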

EAB cells were assigned by the expression of *Lim1* and *cut*^10^ (Fig. 3a). 

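*Dll* was found in ANT-like cells at 390.1 ± 129 CPM (SD, n = 11) and in EAB-like cells, the next class, at 60.9 ± 27.4 (n = 9). The log2 fold change in ANT-like cells against the mean of the other classes was 4.50 (standard error 0.15, adjusted p = 7.19e-72, edgeR).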

Since the dissection included part of the antenna (ANT), these cells were distinguished by the expression of *Dll* (Fig. 3a)^11^.

Four cell populations were mapped to the posterior compartment of the eye disc. Two of which (early photoreceptor (EPR) and late photoreceptor (LPR)) were identified as photoreceptors based on the presence of the classical neuronal markers *elav*, *futsch* and *Appl* (Fig. 3a). 

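In EPR-like and LPR-like cells, *elav* was at 1118 ± 535 and 896 ± 283 CPM (SD, n = 11 libraries). These were log2 fold changes of 3.02 and 2.64 against the mean of the other classes (standard errors 0.088 and 0.092, adjusted p = 4.32e-82 and 9.85e-70, edgeR). *futsch* was at 1648 ± 389 and 1213 ± 237, and *Appl* at 1937 ± 512 and 2398 ± 871. The log2 fold changes were 3.96 and 3.45 for *futsch* and 5.05 and 5.32 for *Appl*, each with an adjusted p of at most 8.48e-88 (edgeR).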

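The 1343 INT-like cells had *Mmp2* at 1677 ± 505 CPM (SD, n = 11), a log2 fold change of 1.87 against the mean of the other classes (standard error 0.084, adjusted p = 5.65e-52, edgeR). Its levels in EPR-like, LPR-like and MF-like cells were higher, with 3597 ± 918, 2298 ± 519.7 and 2111 ± 544. *ed* was at 2687 ± 832 in INT-like cells, a log2 fold change of 1.00 (adjusted p = 5.24e-36, edgeR), and at 3298 ± 1302 in MF-like cells. The neuronal genes were low in INT-like cells, with 196 ± 38.4 for *elav*, 264 ± 90.9 for *futsch* and 95.3 ± 49.3 for *Appl*. Of these, *futsch* and *elav* were still above the mean of the other classes, by log2 fold changes of 1.06 and 0.36 (adjusted p = 1.89e-11 and 0.0392, edgeR). A UMI of *elav* was found in 16.5% of INT-like cells and in 10.7% of DPE-like cells, which should lack it, at medians of 732 and 881 UMIs per cell.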

The remaining two are interommatidial cells (INT and SMW) since they expressed posterior markers such as *ed* (Supplementary Table 1, Supplementary Data 1) and *Mmp2* (Fig. 3a) but lacked the expression of neuronal genes. As described above, interommatidial cells undergo one synchronous round of cell division in the second mitotic wave and exit the cell cycle in the posterior (Fig. 1b)^6^. Since cells in the SMW cluster exhibit high expression of cell-cycle genes such as *Claspin*, *PCNA*, *Mcm7* (Fig. 3b), *dap* and *stg* (Supplementary Table 1, Supplementary Data 1), we concluded that these are cells of the second mitotic wave. Conversely, the expression of cell-cycle genes is low in INT cells and therefore they are the quiescent interommatidial cells. 

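With the genes that the paper names left out, no cluster was SMW-like, and in the unnamed cluster nearest to SMW *Claspin* was at 232 ± 98.8, *PCNA* at 205 ± 147 and *Mcm7* at 101 ± 73.5 CPM (SD, n = 9 libraries). These were the highest values of the 3 genes in any of the 21 clusters. In the same cluster *stg* was at 523 ± 249 and *dap* at 91.2 ± 49.0, below their values in MF-like cells. With the named genes among the variable genes, 822 cells were SMW-like, with 10 or more cells in 10 libraries. In these, the log2 fold changes against the mean of the other classes were 2.82 for *Claspin*, 1.93 for *PCNA*, 2.26 for *Mcm7*, 1.21 for *dap* and 0.83 for *stg*, each with an adjusted p of at most 3.79e-08 (edgeR), though these genes then helped to define the cluster. Where the named genes were left out and marked doublets were removed, 863 cells were SMW-like, and the log2 fold changes of the 5 genes were 2.25, 1.79, 2.08, 1.05 and 0.75, in the same order (each adjusted p at most 1.24e-04, edgeR).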

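In INT-like cells, *Claspin* was at 72.3 ± 35.4 and *PCNA* at 56.5 ± 30.1 CPM (SD, n = 11). Neither differed from the mean of the other classes, with log2 fold changes of 0.084 and -0.24 (adjusted p = 0.801 and 0.384, edgeR). Levels of *stg* and *dap* were 371 ± 150.2 and 109 ± 43.2, above the mean of the other classes by 0.45 and 0.79 on the log2 scale (adjusted p = 0.00307 and 2.47e-04, edgeR).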

Interestingly, we did not find a distinct cell population corresponding to cone cells but their respective marker *cut* was detected throughout the LPR population. This is likely because cone precursors share similarities with photoreceptors and therefore Seurat analysis does not distinguish between them at this developmental stage. 

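*ct*, the symbol of *cut* in the files, was at 268 ± 136 CPM (SD, n = 11) in LPR-like cells, a log2 fold change of 1.02 against the mean of the other classes (standard error 0.12, adjusted p = 9.45e-14, edgeR). In EPR-like cells of the same libraries it was at 84.5 ± 51.4, lower in 11 of 11 libraries (exact sign-flip permutation test, adjusted p = 0.00293). A UMI of *ct* was found in 37.5% of LPR-like cells and in 7.22% of INT-like cells, with medians of 1534 and 732 UMIs per cell.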

We identified several cell type-specific markers for the eye disc. Neuromusculin (encoded by *nrm)* was previously shown to be only expressed in photoreceptors^12^. However, *nrm* expression was also detected in interommatidial cells in our data set and this was validated by immunofluorescence (Fig. 3a, c). 

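INT-like cells had *nrm* at 819 ± 357 CPM (SD, n = 11), a log2 fold change of 2.31 against the mean of the other classes (standard error 0.11, adjusted p = 6.73e-50, edgeR). EPR-like and LPR-like cells had 1180 ± 481 and 1042 ± 427, and MF-like cells 598 ± 266. The gap between INT-like and EPR-like cells was smaller than the SD of EPR-like cells, and this pair was not compared within libraries.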

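The transcript of *sls* was highest in the EPR-like, INT-like and LPR-like cells of the wild-type libraries, with 1989 ± 1289, 1470 ± 572 and 1000 ± 708 CPM (SD, n = 11). The log2 fold changes against the mean of the other classes were 2.55, 2.23 and 1.46 (standard errors 0.083, 0.089 and 0.095, each adjusted p at most 3.98e-34, edgeR). MF-like cells, the next class, had 528 ± 260.3.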

Interestingly, computational analysis identified a muscle-specific gene *sls* (also known as *kettin*)^13^ as a posterior marker **(**Fig. 3c). We confirmed this surprising observation by using a *sls* reporter that showed robust expression in the posterior domain of the eye disc (Fig. 3c).

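Among the 13 named classes, *repo* was found mainly in 2, the PG-like cells (887 cells) and the WG+SPG-like cells (497 cells), each with 10 or more cells in 10 wild-type libraries. Its level was 177 ± 33.0 CPM (SD, n = 10) in PG-like cells and 209 ± 77.0 in WG+SPG-like cells, against 15.0 ± 15.4 in ANT-like cells (n = 11), the next class. The log2 fold changes against the mean of the other classes were 4.10 and 4.38 (adjusted p = 3.46e-40 and 8.07e-40, edgeR).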

The tSNE analysis revealed two glial cell populations (PG and WG+SPG) based on *repo* expression (Fig. 3a, Supplementary Data 2), a well-established glial marker^6^. These clusters are distinct by their proliferation and differentiation states. Perineurial glia (PG) are undifferentiated, dividing cells that label with 5-bromo-2'-deoxyuridine (BrdU)^14^ and can be detected by immunofluorescence in the posterior compartment of the eye disc (Fig. 1b). 

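Cell-cycle transcripts were raised in PG-like cells of 10 wild-type libraries. *Claspin* was at 136 ± 77.0 CPM (SD, n = 10), a log2 fold change of 1.28 against the mean of the other classes (standard error 0.21, adjusted p = 4.53e-08, edgeR). *PCNA* was at 145 ± 42.1, a log2 fold change of 1.31 (standard error 0.19, adjusted p = 4.39e-10, edgeR). *stg* was at 521 ± 169, a log2 fold change of 1.12 (standard error 0.13, adjusted p = 5.16e-14, edgeR). MF-like cells had more *stg*, with 1113 ± 410 (n = 11).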

Since PG cell population exhibited high expression of cell-cycle genes *Claspin*, *stg* and *PCNA* (Fig. 3b), we assigned this population to perineural glial cells. 

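*CG3168* was at 448 ± 126 CPM (SD, n = 10) in PG-like cells, a log2 fold change of 4.40 against the mean of the other classes (standard error 0.15, adjusted p = 8.62e-71, edgeR). WG+SPG-like cells, the next class, had 65.2 ± 48.9, lower than PG-like cells in 10 of 10 libraries (exact sign-flip permutation test, adjusted p = 0.00293). A UMI of *CG3168* was found in 28.4% of PG-like cells, 7.85% of WG+SPG-like cells and 1.34% of INT-like cells, which should lack it, with medians of 774, 906 and 732 UMIs per cell.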

Consistently, the PG-specific gene *CG3168*^15^ was also exclusively detected in this population (Fig. 3a). As PG cells migrate towards the eye and make contacts with photoreceptor axons, they exit cell cycle and differentiate into wrapping glia (WG). These two types of glial cells are physically separated by two large subperineurial, or carpet, glial cells (SPG). The presence of the known WG markers *Gli, nrv2* and *sty* (Supplementary Table 1, Supplementary Data 1) and the SPG marker *moody*^16^ (Fig. 3a) was used to assign the WG+SPG cluster to wrapping glia and subperineural glial cells. 

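In WG+SPG-like cells of 10 libraries, *nrv2* was at 740 ± 302, *sty* at 1610 ± 397 and *Gli* at 334 ± 139 CPM (SD, n = 10). The log2 fold changes against the mean of the other classes were 2.77, 2.50 and 2.44 in the same order (each adjusted p at most 2.81e-34, edgeR). EPR-like cells were the next class for all 3 genes, with 197 ± 77.4, 783 ± 238 and 119.5 ± 51.2 (n = 11). *moody* was at 267 ± 103 in WG+SPG-like cells and 31.9 ± 26.3 in PG-like cells (n = 10), and its log2 fold change in WG+SPG-like cells was 5.20 (standard error 0.23, adjusted p = 2.01e-54, edgeR).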

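In WG+SPG-like cells, *Claspin* was at 31.6 ± 26.9, *PCNA* at 20.8 ± 24.8 and *stg* at 124 ± 107 CPM (SD, n = 10 libraries). Against the mean of the other classes the log2 fold changes were -1.01, -1.53 and -1.14 (adjusted p = 0.0240, 2.57e-04 and 4.41e-06, edgeR). Each of the 3 genes was lower than in PG-like cells in 10 of 10 libraries (exact sign-flip permutation test, p = 0.00195 for each, the smallest p that 10 libraries allow).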

Consistently, the expression of cell-cycle genes was low in these cells (Fig. 3b) as they are no longer proliferating. Additionally, we identified two markers of wrapping glial cells, *NK7.1* (most highly expressed in WG+SPG) and *CG9336*, expressed exclusively in this cluster and was previously presumed to be expressed in axon projections^17^. 

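*NK7.1* was at 280.2 ± 109 CPM (SD, n = 10) in WG+SPG-like cells, a log2 fold change of 1.92 against the mean of the other classes (standard error 0.17, adjusted p = 5.30e-21, edgeR). DPE-like cells of the same 10 libraries had 256 ± 94.4, and WG+SPG-like cells were higher in 6 of 10 (exact sign-flip permutation test, p = 0.631, adjusted p = 0.631). With marked doublets removed, WG+SPG-like cells were higher by 82.4 CPM (same test, unadjusted p = 0.0469), and under the other settings by less, without passing. PG-like cells had 190 ± 52.4. *CG9336* was at 4362 ± 937 in WG+SPG-like cells, a log2 fold change of 7.78 (standard error 0.10, adjusted p = 1.48e-141, edgeR). It was at 445 ± 144 in PG-like cells, lower in 10 of 10 libraries. A UMI of *CG9336* was found in 84.3% of WG+SPG-like cells, 20.1% of PG-like cells and 1.34% of INT-like cells, so that the share in PG-like cells was above the background of free RNA.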

The glial-specific expression of *NK7.1* and *CG9336* was confirmed by a green fluorescent protein (GFP) reporter and fluorescence in situ hybridization (FISH), respectively (Fig. 3d). Another gene is *couch potato* (*cpo*) that has been previously shown to be expressed throughout the posterior compartment^18^. 

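*cpo* was at 6863 ± 2768 CPM in EPR-like cells, 4999 ± 1764 in LPR-like cells (SD, n = 11 each) and 4155 ± 1498 in WG+SPG-like cells (n = 10). The log2 fold changes against the mean of the other classes were 4.10, 3.61 and 3.54 (each adjusted p at most 3.06e-98, edgeR). INT-like cells had 566 ± 221, lower than EPR-like and LPR-like cells in 11 of 11 libraries, and were not called different from the mean of the other classes (log2 fold change 0.26, adjusted p = 0.0520, edgeR). PG-like cells had 1078 ± 338 (n = 10). A UMI of *cpo* was found in 26.1% of INT-like cells and in 12.4% of VPE-like cells, which should lack it, although INT-like cells had the lower median depth.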

We found that its expression is restricted to photoreceptors and absent in interommatidial cells (Fig. 3a, c). *cpo* is strongly expressed in wrapping glial cells of WG+SPG (Fig. 3d) and this was validated with a *cpo-lacZ* reporter line (Fig. 3b, d).

We discerned two cell clusters representing cells of the peripodial epithelium, a thin squamous membrane that overlies the eye disc proper and gives rise to head structures during metamorphosis. This membrane is composed of two distinct cell populations; the dorsal peripodial epithelium (DPE), and the ventral peripodial epithelium (VPE). These populations were distinguished by dorsal markers such as *mirror* (Fig. 1b)^19^ that is present in DPE but absent in VPE (Supplementary Table 1, Supplementary Data 1). 

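*mirror*, listed as *mirr*, was at 373 ± 172 CPM (SD, n = 11) in DPE-like cells and 225 ± 49.2 in VPE-like cells. DPE-like cells were higher in 9 of 11 libraries (exact sign-flip permutation test, p = 0.0440, adjusted p = 0.0479), a difference that lost its significance under 3 of 9 other settings. The log2 fold change in DPE-like cells against the mean of the other classes was 1.68 (standard error 0.16, adjusted p = 5.17e-19, edgeR), and in VPE-like cells it was 0.54 (standard error 0.14, adjusted p = 0.00126, edgeR). A UMI of *mirr* was found in 15.6% of VPE-like cells and in 4.17% of PG-like cells, which should lack it. OCx-like cells had the highest level, 543 ± 171.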

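*cv-c* was at 558 ± 216 CPM (SD, n = 11) in VPE-like cells, the highest level of the 13 named classes, with a log2 fold change of 1.78 against the mean of the other classes (standard error 0.10, adjusted p = 5.04e-40, edgeR). EAB-like cells had 281 ± 85.2 (n = 9), a log2 fold change of 0.83 (standard error 0.14, adjusted p = 5.19e-07, edgeR). In the 9 libraries with both classes, *cv-c* was higher in VPE-like cells in 9 (exact sign-flip permutation test, p = 0.00391, the smallest p that 9 libraries allow).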

The VPE expresses *cv-c*, a top marker for the EAB^20^. However, the VPE does not express *Lim1* which further distinguishes that population from the EAB. 

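In the 9 libraries with both classes, *Lim1* in VPE-like cells was at 75.7 ± 40.4 CPM (SD, n = 9), lower than in EAB-like cells in 8 of 9 (exact sign-flip permutation test, p = 0.00781, adjusted p = 0.00938). Against the mean of the other classes, VPE-like cells had a log2 fold change of 0.65 for *Lim1* (standard error 0.25, adjusted p = 0.0353, edgeR). A UMI of *Lim1* was found in 14.4% of EAB-like cells, 5.79% of VPE-like cells and 2.03% of PG-like cells, which should lack it, with medians of 842, 897 and 774 UMIs per cell.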

Cells of the ocellar complex (OCx), which form the ocelli on the adult head, were identified by the expression of *ocelliless* (*oc*)^21^. 

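OCx-like cells (790 cells) had *oc* at 817 ± 353 CPM (SD, n = 11), a log2 fold change of 3.64 against the mean of the other classes (standard error 0.12, adjusted p = 2.64e-71, edgeR). DPE-like cells, the next class, had 340 ± 213.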

Finally, we identified a cluster of hemocytes (HEMO) consisting of around 60 cells (0.53% of all cells in our dataset), based on the expression of the classical marker *Hemolectin* (*Hml*)^22^ among others (Fig. 3a and Supplementary Table 1, Supplementary Data 1). 

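HEMO-like cells numbered 76, which is 0.423% of the 17965 cells kept. Of these, 40 came from wild-type replicate 10. *Hml* was at 435 ± 155 CPM (SD) in the 5 libraries with at least 3 HEMO-like cells, against 15.8 ± 18.1 in MF-like cells (n = 11), the next class. Its log2 fold change against the mean of the other classes was 5.76 (standard error 0.34, adjusted p = 2.72e-37, edgeR). A minimum of 500 genes per cell left 32 HEMO-like cells, and removing cells with a high share of ribosomal transcripts left 38.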

From our computational analysis we identified *pigs*, a gene that plays a role in ovary and muscle development^23^, as a hemocyte marker and confirmed its expression in hemocytes using a *pigs* reporter (Fig. 3a, d). In addition to hemocytes, *pigs* is expressed in PG cells as revealed by Seurat and immunofluorescence (Fig. 3a, d). 

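In HEMO-like cells of 5 libraries, *pigs* was at 114 ± 143 CPM (SD, n = 5), a log2 fold change of 2.09 against the mean of the other classes (standard error 0.45, adjusted p = 7.16e-05, edgeR). A UMI of *pigs* was found in 15 of the 76 HEMO-like cells (19.7%) and in 4.17% of INT-like cells, with medians of 885.5 and 732 UMIs per cell.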

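PG-like cells had the highest level of *pigs* among the 13 named classes, 231 ± 103 CPM (SD, n = 10 libraries). The log2 fold change against the mean of the other classes was 2.30 (standard error 0.17, adjusted p = 7.31e-28, edgeR). A UMI of *pigs* was found in 19.1% of PG-like cells, with a median of 774 UMIs per cell.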

The identification of a distinct HEMO cluster within the 10,000 cells of the eye disc^24^ is notable as only a small number of hemocytes are associated with each disc. 

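Over the 13 named classes, the results name 52 pairs of a gene and a class that could be tested, and in all 52 the gene was raised in its class at an adjusted p under 0.05 (edgeR). Under the 12 other settings, in which 48 to 58 pairs could be tested, every pair was raised except 1 of 52 with 1000 variable genes and no depth regression. No cluster met the rules for PPN or, in the main setting, for SMW, though 3 unnamed clusters carried some of their markers, and 8 of 21 clusters were not assigned. The paper assigns each population from known markers, follows up some further markers with reporters, immunofluorescence or FISH, and reasons from these assignments to how well the clusters represent the cells of the disc.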

We concluded that our atlas of 11,415 cells accurately represents known cell types of the larval eye disc and efficiently captures rare cell types (<1%). Additionally, our results identified unique transcriptional signatures within glial cells and two distinct photoreceptors populations.

### Developing photoreceptors undergo a transcriptional switch

Given that there are eight photoreceptors, the tSNE analysis unexpectedly detected only two photoreceptor clusters, EPR and LPR. To determine whether EPR and LPR represent photoreceptors of different R types, we plotted the R-cell-specific markers *sens*, *ro* and *B-H2* against *elav*, a pan-neuronal marker expressed in all R cells. Surprisingly, cells expressing *sens*, *ro* and *B-H2* were found in both clusters (Fig. 4a) revealing lack of bias towards a particular photoreceptor type between EPR and LPR populations. 

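Of the 866 EPR-like cells, 21 had a UMI of *sens* (2.43%), 37 of *ro* (4.27%) and 66 of *B-H2* (7.62%), at a median of 1108 UMIs per cell. Of the 883 LPR-like cells, 25 (2.83%), 78 (8.83%) and 80 (9.06%) had one, at a median of 1534. In PG-like cells, which should lack the 3 genes, the shares were 0.676%, 0.451% and 1.35%, at a median of 774. Since a deeper cell shows more genes, cells were thinned to 1000 UMIs for the comparison of the classes, which left out 402 EPR-like and 312 LPR-like cells with fewer. In the 10 wild-type libraries with at least 10 such cells of both classes, 7.97% ± 5.16 of EPR-like and 9.11% ± 5.38 of LPR-like cells (SD, n = 10) had a UMI of any of the 3 genes. The share was higher in EPR-like cells in 5 of 10 libraries, and the difference of -1.14 percentage points was within the spread between libraries (exact sign-flip permutation test, two-sided, p = 0.525). Its direction changed under 6 of 11 other settings, and no setting gave a difference beyond that spread. Without thinning, the shares were 14.4% ± 5.95 and 17.3% ± 5.70 (SD, n = 11 libraries, exact permutation p = 0.179).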

In order to determine whether there is an R-type segregation within each cluster, we selected the cells in EPR and performed a supervised Seurat analysis on these cells only. Yet, *sens-*, *ro-* and *B-H2*-positive cells remained randomly scattered throughout the tSNE feature plots, revealing lack of clustering based on R-type (Supplementary Fig. 1b). Similar result was observed when Seurat analysis was done only on LPR cells (Supplementary Fig. 1b).

**Fig. 4:**
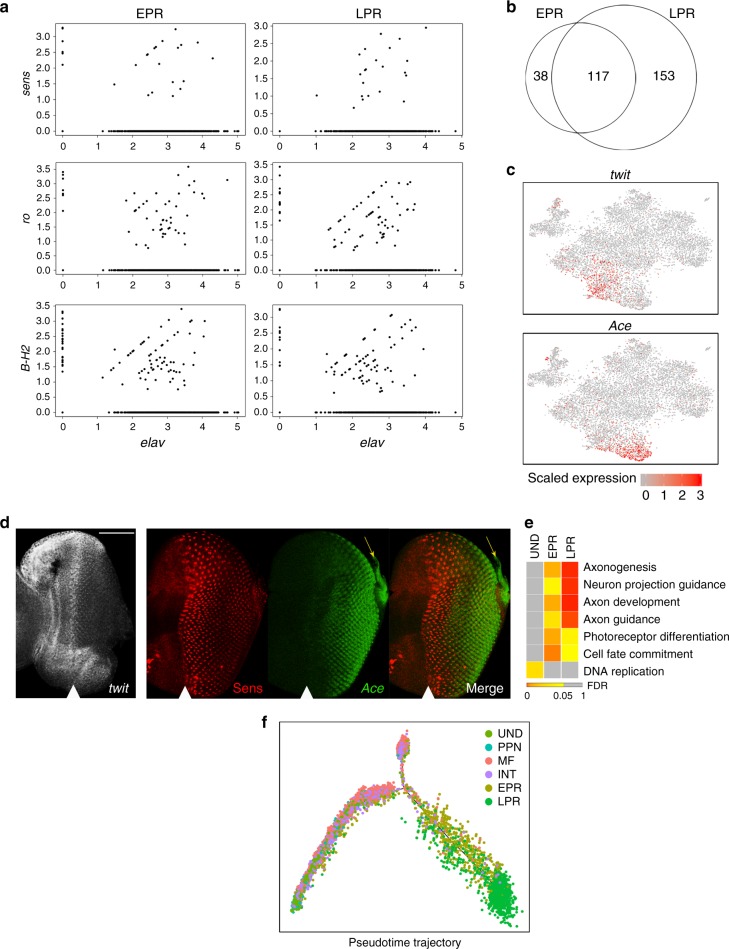
Photoreceptors undergo a transcriptional switch at onset of axonogenesis. **a** Gene/gene plots showing expression of R type-specific markers *sens*, *ro* and *B-H2* in relation to *elav* in EPR (left panel) and LPR (right panel). **b** Venn diagram of the gene lists for EPR and LPR clusters. **c** Feature plots on tSNE for *twit* and *Ace* show predominant expression of each gene in EPR and LPR cells, respectively. **d** EPR and LPR marker gene localization. Left panel: FISH for *twit* mRNA, an EPR-specific gene, shows expression in the MF and posterior until column 4. Right panel: GFP enhancer trap for *Ace* (green), an LPR top marker, was costained with Sens (red). *Ace-GFP* was detected after column 4 and in axonal projections (yellow arrow). The scale bar is 50 µm. **e** Gene enrichment analysis for biological processes in UND, EPR and LPR. **f** Monocle 2 trajectory using shown clusters. Stages of differentiation are visualized, with the split of INT and photoreceptor populations. LPR arise from the EPR population, clustering consecutively in pseudotime. The position of the MF is shown by white arrowhead

The comparison of top marker gene lists for EPR and LPR revealed a significant overlap, as the majority of EPR markers were also found in LPR (Fig. 4b). 

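Supplementary Data 1, which is held in full, lists 155 markers of EPR and 270 of LPR, of which 117 stand on both lists, 38 on that of EPR alone and 153 on that of LPR alone, all by the authors' calls. Here the UMIs of LPR-like cells were compared with those of EPR-like cells in each of the 11 wild-type libraries, with the library as a block. Of the 153 genes listed for LPR alone, 145 were higher in LPR-like cells and 103 of these passed an adjusted p of 0.05 (edgeR). None of the 153 was called higher in EPR-like cells. All 38 genes listed for EPR alone were higher in EPR-like cells, and 31 of them passed (edgeR). Of the 117 shared markers, 53 were higher in LPR-like and 64 in EPR-like cells, with 27 and 32 called (edgeR). Some of these genes also named the clusters. Without those, 95 of 145 and 25 of 31 were called in the direction of their list, and the authors drew the lists from these same libraries.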

One of the rare EPR-specific markers is *twit*. 

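*twit* lies at 20852578 to 20857113 on 2L in the BDGP6.54 assembly. In the comparison of both classes within the 11 wild-type libraries, its level was 310.1 ± 88.6 CPM (SD, n = 11) in EPR-like and 57.5 ± 19.7 in LPR-like cells. The log2 fold change of LPR-like against EPR-like cells was -2.48 (standard error 0.16, adjusted p = 6.51e-34, edgeR), with the same direction in 11 of 11 libraries. *twit* had the largest fall among the genes that went the same way in every library. A UMI of *twit* was found in 33.5% of EPR-like cells, 10.4% of LPR-like cells and 1.69% of PG-like cells. The unnamed cluster of 1017 cells nearest to EPR, with *twit* among its 10 leading genes, is not part of these values. Over 12 other settings its log2 fold change ranged from -2.62 to -1.30.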

We used *twit* probe for FISH to localize the position of EPR in the eye disc and detected its expression within a narrow band posterior to the MF, ending at column 4 (Fig. 4c, d). Conversely, the expression of the LPR-specific top marker *Ace*, encoding the enzyme Acetylcholine esterase that degrades acetylcholine in synapses, was detected posterior to column 4, and in photoreceptor axons in the basal compartment (Fig. 4c, d). 

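The gene *Ace* spans 13222951 to 13259517 on 3R in the BDGP6.54 assembly. It was at 591 ± 135 CPM (SD, n = 11) in LPR-like cells and at 144 ± 56.9 in EPR-like cells of the same libraries, a log2 fold change of 2.00 (standard error 0.12, adjusted p = 1.89e-38, edgeR). It was higher in LPR-like cells in 11 of 11 libraries. A UMI of *Ace* was found in 52.3% of LPR-like cells and 17.8% of EPR-like cells, against 1.58% of PG-like cells.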

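Between LPR-like and EPR-like cells, 662 of the 2898 genes tested differed at an adjusted p under 0.05 (edgeR, library as a block), 326 higher in LPR-like and 336 higher in EPR-like cells. Of these, 223 went the same way in all 11 libraries. Leaving out the block, which also loses the pairing of both classes within a library, moved the count most, to 204. That fit tested 1659 genes in place of 2898, so the counts are not over the same genes. On simulated counts with the depth of these libraries and a common spread for all genes, the test found 199 of 200 genes made different. These had been drawn from the more abundant genes. Among the genes that went the same way in every library, the largest rises in LPR-like cells were those of *CG2269* (log2 fold change 5.04), *CG31221* (4.90), *chp* (4.02), *2mit* (3.90) and *CG34362* (3.83), each with an adjusted p of at most 1.70e-25 (edgeR). After *twit*, the largest falls were those of *lbm* (-1.84), *beat-IIIb* (-1.81), *CG34371* (-1.72) and *CG14516* (-1.55), each with an adjusted p of at most 1.06e-08 (edgeR). Of these 10 genes, *CG31221*, *CG34362*, *CG2269* and *CG14516* were among the markers that named the clusters. Of 37 genes named in the results of the paper, 30 differed when adjusted over all genes and 31 when adjusted over the list alone, a list that the study drew from these libraries.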

Since 153 genes were upregulated in LPR in comparison to EPR (Fig. 4b), we decided to further elucidate the differences between EPR and LPR. We performed gene set enrichment analysis for gene ontology biological processes (GOBP) on all computationally derived genes for EPR, LPR and UND. As expected, undifferentiated cells were dominated by cell cycle-related categories. In contrast, EPR and LPR showed enrichment for photoreceptor differentiation-related GO terms (Fig. 4e and Supplementary Data 3–5). Interestingly, LPR genes exhibited a statistically significant enrichment of axonogenesis and related categories compared to EPR. Accordingly, computationally identified top markers for LPR *jeb, brp, Dscam2* and *nSyb* have a known role in axon guidance^25–28^.

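The 4 genes were left out of the clustering, and each was higher in LPR-like than in EPR-like cells in 11 of 11 wild-type libraries. *jeb* was at 1338 ± 453 CPM (SD, n = 11) in LPR-like and 101 ± 54.0 in EPR-like cells, a log2 fold change of 3.80 (standard error 0.11, adjusted p = 1.73e-83, edgeR). *brp* was at 1071 ± 211 CPM (SD, n = 11) in LPR-like and 284 ± 119 in EPR-like cells, a log2 fold change of 1.98 (standard error 0.090, adjusted p = 4.99e-52, edgeR). *Dscam2* was at 609 ± 199.9 CPM (SD, n = 11) in LPR-like and 119.7 ± 31.2 in EPR-like cells, a log2 fold change of 2.37 (standard error 0.12, adjusted p = 1.50e-44, edgeR). *nSyb* was at 394 ± 93.7 CPM (SD, n = 11) in LPR-like and 105 ± 33.6 in EPR-like cells, a log2 fold change of 1.84 (standard error 0.14, adjusted p = 5.39e-28, edgeR).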

Finally, we employed Monocle 2^29^ to determine the temporal order of development of EPR and LPR along the pseudotime-derived neuronal differentiation axis. The progression of cellular differentiation was visualized on the plot; from UND progenitor cells to PPN in the anterior, through MF to INT in the posterior, and finally to EPR and LPR (Fig. 4f and Supplementary Fig. 2). Notably, LPR clustered consecutively to EPR in the plot, with the latter located closer to MF cells. 

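Pseudotime was not recomputed. As a stand-in, the distance between 2 classes was taken as 1 minus Spearman's rho of their UMI sums within a library, over genes with at least 10 UMIs in the 3 classes together. EPR-like cells were at a distance of 0.312 ± 0.0703 (SD, n = 11 libraries) from MF-like cells and LPR-like cells at 0.365 ± 0.0850. EPR-like cells were nearer in 10 of 11 libraries, and the distance of EPR-like minus that of LPR-like cells averaged -0.0532 (exact sign-flip permutation test, two-sided, p = 0.00195). The exception was wild-type replicate 11, where the difference was 0.00179. Since a class with fewer UMIs has a noisier profile, the 3 classes of a library were also thinned to equal UMIs, after which EPR-like cells were nearer in 11 of 11 libraries (p = 9.77e-04, the smallest that the exact permutation test of 11 libraries can give). Without the regression on UMIs per cell, the difference averaged 0.0124, with EPR-like cells nearer in 6 of 11 libraries, and with equal UMIs they were nearer in 10 of 11 libraries.

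**Figure D1:**
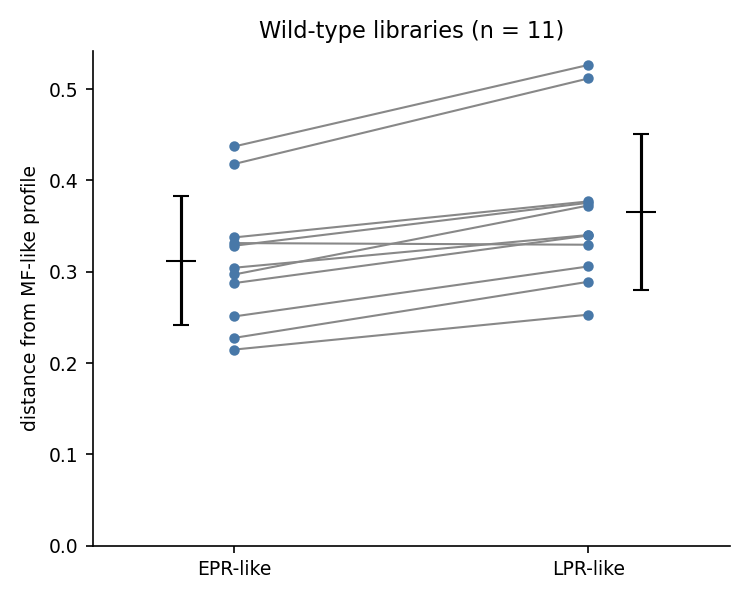
Distance of the EPR-like and LPR-like profiles from the MF-like profile (1 minus Spearman's rho, no unit) in each of the 11 wild-type libraries, joined by a line per library, with the mean and SD of each class. The distance of LPR-like cells is the larger one in 10 of the 11 libraries.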

We concluded that photoreceptors cluster irrespective of R-cell type. However, after column 4, photoreceptors initiate axonogenesis^6^ and this transcriptional switch distinguishes late (LPR) from early (EPR) photoreceptors.

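The photoreceptor-like classes thus differed in 662 genes, while the share of cells with *sens*, *ro* or *B-H2* did not differ beyond the spread between libraries. The thinned cells compared were few, 11 to 96 EPR-like and 15 to 152 LPR-like cells in each of the 10 libraries. From the presence of all 3 R-cell markers in both clusters, and from their scatter when EPR or LPR cells were analysed alone, the paper concludes that photoreceptors do not cluster by R-cell type. From the axon guidance genes and related categories found for LPR, the place of *twit* and *Ace* on either side of column 4, and the order along pseudotime, it reasons that a switch in transcription separates late from early photoreceptors.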

### scRNA-seq identified an *Rbf* mutant-specific cell cluster

Having built a cell atlas of the wild-type third-instar larval eye disc, we proceeded to investigate the effect of an *Rbf* mutation on individual cell types in this tissue. 

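The libraries of *Rbf* 120a mutant eye discs were made and counted like those of the wild type, and each of the 3 replicates has 1 deposited matrix of UMI counts. The matrices held 7264 barcodes and 2312358, 5085115 and 3673216 UMIs. Of the barcodes, 6772 had 200 to 3000 genes and were kept, 1605, 3242 and 1925 per replicate, while 441 had fewer genes and 51 had more. The kept cells had a median of 835 UMIs and 435 genes per cell, with 696, 871.5 and 875 UMIs in the 3 replicates. A minimum of 500 genes left 2789 cells and a minimum of 300 genes left 5343.
For comparisons of the genotypes, the library was the replicate. UMIs were summed over all kept cells of a library, and 3 *Rbf* mutant libraries were compared with 11 wild-type libraries by edgeR's quasi-likelihood test over the 8576 genes that passed its filter on low counts. Shares of cells were compared by an exact permutation test over all splits of the 14 libraries into 3 and 11, two-sided, whose smallest p is 0.00549. Replicates of both genotypes carry numbers, but the correlations between libraries of the same number, after the mean of each genotype was taken out, were 0.141, -0.184 and -0.153, and the numbers were not taken as pairs. These correlations split the libraries into wild-type replicates 1 to 4 with *Rbf* replicate 1 and the other libraries. Correlations averaged 0.148 within these sets and -0.168 between them. The split was found from the counts, and neither the paper nor the sample labels name a date or a run.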

We performed scRNA-seq on *Rbf*^*120a*^ mutant eye discs^4^ in 3 replicates and generated a scRNA-seq dataset of 5203 *Rbf* mutant cells. 

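Supplementary Data 9, which lists the barcodes of the cells of the combined dataset, has 10795 rows, and its first 1999 rows could be read. Of these, 1998 were found in the matrices of 4 libraries, and 1978 had 200 to 3000 genes. As the list is not held in full, it could not be used to choose the cells. Instead, all 24737 kept cells of both genotypes were clustered together, and as another setting the 6772 *Rbf* mutant cells were clustered with 5591 wild-type cells drawn at random, which gave 17 clusters.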

We then selected 5591 wild-type cells and conducted a tSNE analysis on the combined dataset containing both wild-type and *Rbf* mutant cells.

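The 24737 wild-type and *Rbf* mutant cells fell into 20 clusters in the main setting and 15 at a resolution of 0.8. In the main setting, 14 clusters were named from the markers, for 12 classes of the wild-type atlas and a class that carried markers of cluster 13 in Supplementary Data 6. MF-like cells took 2 clusters. The other 6 clusters stayed unnamed, with 33.9% ± 14.0 of the cells of a wild-type library (SD, n = 11) and 22.6% ± 5.47 of an *Rbf* mutant library (n = 3). No cluster passed the rules for UND, PPN or SMW.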

The tSNE plot identified 15 distinct cell clusters (Fig. 5a) that were readily assigned based on markers from the wild-type cell atlas (Fig. 1a, Supplementary Table 1, Supplementary Data 1). Derepression of cell-cycle genes is a known hallmark of *Rbf* mutant^4^. Accordingly, *PCNA*, *Mcm7* and others cell-cycle genes were upregulated in *Rbf* mutant cells (Fig. 5b). 

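*PCNA*, at 20261754 to 20262883 on 2R, and *Mcm7*, at 8891596 to 8894310 on 3L in the BDGP6.54 assembly, were both raised in the *Rbf* mutant. Summed over all cells, *PCNA* was at 344 ± 48.0 CPM (SD, n = 3 libraries) in the *Rbf* mutant and 79.4 ± 18.4 (n = 11) in the wild type, a log2 fold change of 2.11 (standard error 0.17, adjusted p = 3.62e-07, edgeR). *Mcm7* was at 126 ± 25.4 and 41.7 ± 16.0, a log2 fold change of 1.56 (standard error 0.24, adjusted p = 5.57e-04, edgeR). For both genes, every *Rbf* mutant library was above every wild-type library. *PCNA* had 19 to 403 UMIs in a wild-type library and 636 to 1256 in an *Rbf* mutant library, and *Mcm7* 7 to 252 and 306 to 371. With each library left out in turn, the log2 fold change stayed between 2.00 and 2.20 for *PCNA* and between 1.44 and 1.73 for *Mcm7*. With wild-type replicates 1 to 4 and *Rbf* replicate 1 alone it was 1.81 for *PCNA* and 1.69 for *Mcm7*, where 1 *Rbf* mutant library allows no test. With the other libraries alone it was 2.28 and 1.53.
A list of 13 genes of DNA replication, *PCNA* and *Mcm7* among them, was fixed beforehand. All 13 genes were higher in the *Rbf* mutant, with a median log2 fold change of 1.56, and all 13 passed an adjusted p of 0.05, both over all genes and adjusted over the list alone (edgeR). The set test fry gave p = 7.57e-10, and camera, with its preset correlation of 0.01, gave 2.20e-53, or 1.59e-06 with an estimated correlation. In a list of 5 mitosis genes, 4 were higher and 1 passed by either adjustment (fry p = 0.00813, camera p = 0.0273 with its preset correlation and 0.140 with an estimated one). In single classes, *PCNA* was raised by log2 fold changes of 3.03 in LPR-like, 2.84 in MF-like, 2.71 in EPR-like and 1.93 in INT-like cells, each with an adjusted p of at most 8.20e-05 (edgeR), against 0.56 in PG-like cells (adjusted p = 0.342, edgeR). The MF-like class joins 2 clusters, with 7.88% and 74.6% of their cells from the *Rbf* mutant. In all, 414 of 8576 genes changed at an adjusted p under 0.05 (edgeR), 277 up and 137 down. DESeq2 called 616 genes, 336 up and 280 down. Of the 414 genes called by edgeR, 284 had values that did not overlap between the genotypes, 200 higher and 84 lower in the *Rbf* mutant. As these genes had already been called, the 0.549% that chance gives for any gene cannot be set against this number.

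**Figure D2:**
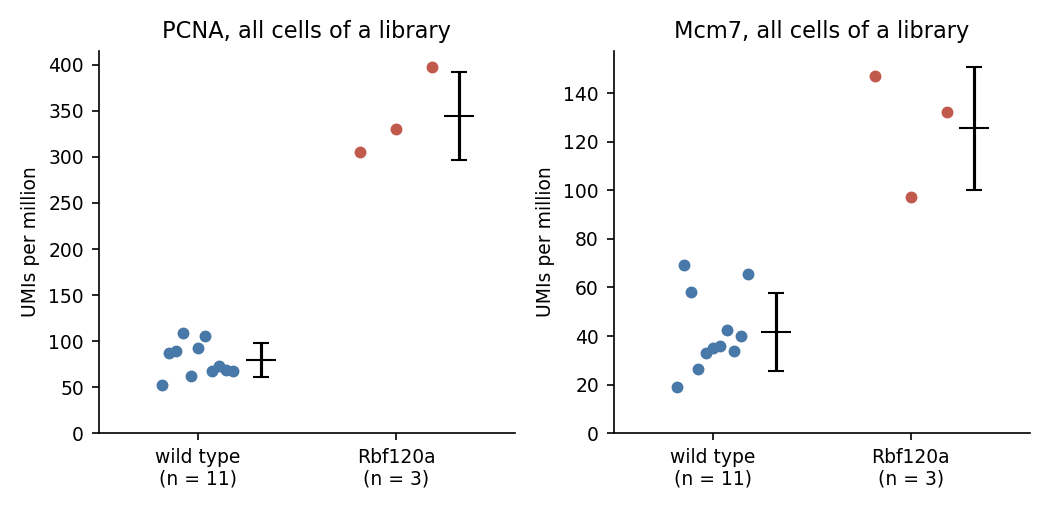
CPM of *PCNA* and *Mcm7* summed over all cells, with a point per library and the mean and SD of each genotype (wild type, n = 11; *Rbf* 120a, n = 3). For both genes the 3 points of the *Rbf* mutant lie above the 11 points of the wild type.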

Interestingly, Seurat analysis no longer groups cells of the SMW into a distinct cluster, likely because SMW cells are highly proliferative and therefore become indistinguishable from other *Rbf* mutant cells. tSNE analysis revealed that cells of both genotypes contributed to each cell population, albeit with small variations between the numbers of wild-type and *Rbf* mutant cells in several cell populations. For example, the number of photoreceptors in *Rbf* mutant appeared to be lower than in the wild type. However, these differences are likely to be due to a subtle developmental delay of *Rbf* mutants that affects the position of the morphogenetic furrow at the time of dissection and therefore influences the number of photoreceptors that are recruited in the posterior.

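Cells of both genotypes were found in all 20 clusters. Among the named classes, the share of *Rbf* mutant cells ranged from 2.53% in HEMO-like cells (2 of 79 cells) to 95.3% in the class with cluster 13 markers. Some unnamed clusters were nearly all wild type. Those of 2307, 1935 and 421 cells had 0.347%, 3.10% and 0.950% of their cells from the *Rbf* mutant. Most of their cells came from wild-type replicates 11, 10 and 6, in the same order. These cells count in the totals from which the shares were taken. Of 14 shares compared between the genotypes, 6 differed at an adjusted p under 0.05 (exact permutation test). EAB-like cells made up 10.5% ± 2.88 of an *Rbf* mutant library (SD, n = 3) and 3.09% ± 2.90 of a wild-type library (n = 11), and VPE-like cells 11.2% ± 2.63 and 5.46% ± 2.60. ANT-like cells made up 1.75% ± 1.07 and 5.40% ± 2.38. The adjusted p was 0.0308 for each of these 3 (exact permutation test). No cluster was SMW-like. MF-like cells took 2 clusters, of 1522 cells with 7.88% from the *Rbf* mutant and of 969 cells with 74.6%, and in the second of these SMW was the next class by the score of its markers.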

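EPR-like and LPR-like cells together made up 6.60% ± 1.87 of an *Rbf* mutant library (SD, n = 3) and 12.4% ± 3.38 of a wild-type library (n = 11), a difference of -5.84 percentage points (exact permutation test, two-sided, p = 0.0110). The shares in the 3 *Rbf* mutant libraries were 8.47% (95% Wilson interval 7.21 to 9.94), 6.60% (5.80 to 7.51) and 4.73% (3.87 to 5.77), and those in the wild type 6.99 to 20.6%. The intervals cover counting error only. Without *Rbf* replicate 2 or without *Rbf* replicate 3, the difference was no longer past p = 0.05 in the exact permutation test. *Rbf* replicate 1 was below each of wild-type replicates 1 to 4, which averaged 14.6%. *Rbf* replicates 2 and 3 were below each of the other wild-type replicates, which averaged 11.2%, the lowest being wild-type replicate 6.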

**Fig. 5:**
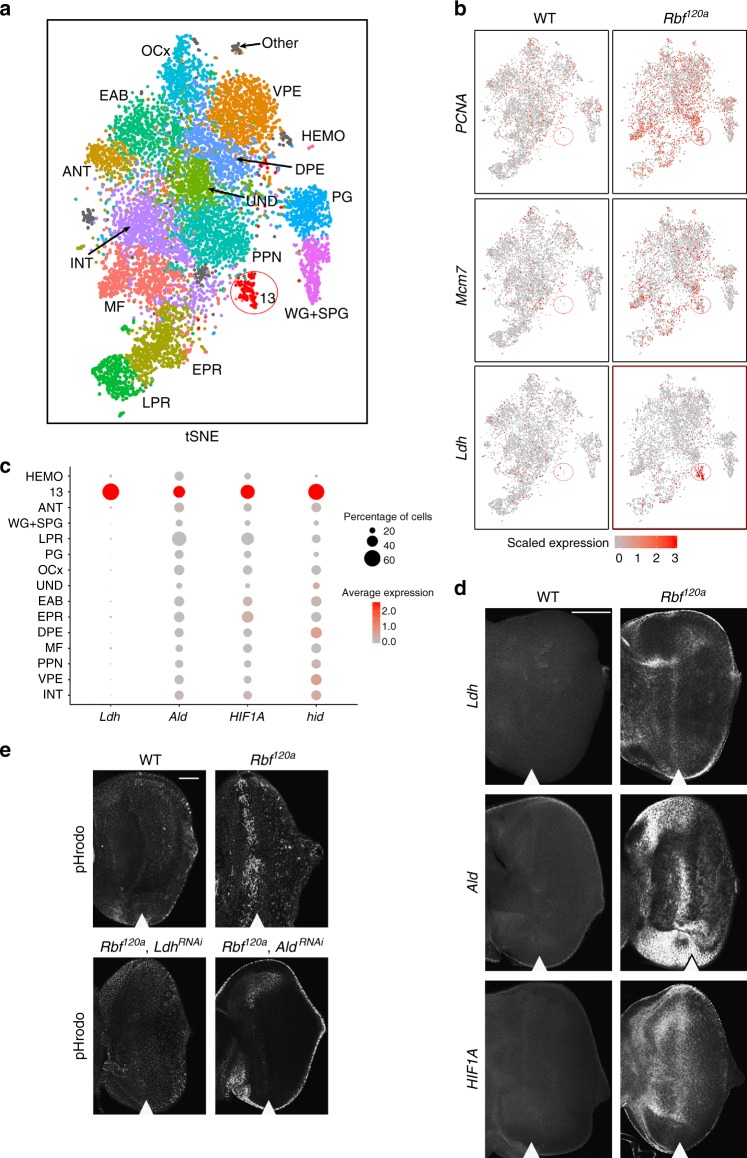
Wild-type and *Rbf*^*120a*^ scRNA-seq identifies a mutant-specific metabolic cluster. **a** Seurat analysis using a combined wild-type and *Rbf* mutant single-cell transcriptomes. Cluster 13, outlined in red, is almost exclusively comprised of *Rbf*^*120a*^ mutant cells. Clusters are color coded as in Fig. 1a. **b** Feature plots on tSNE showing the expression of *PCNA*, *Mcm7* and *Ldh* in wild-type and *Rbf* mutant cells. Location of cluster 13 is outlined in red. **c** Dot plot showing expression of cluster 13 markers *Ldh, Ald, HIF1a* and *hid* throughout all clusters. **d** Expression of *Ldh*, *Ald* and *HIF1A* in the eye disc as revealed by FISH. The scale bar is 50 µm. **e** Pattern of intracellular acidification as revealed by pHrodo. The scale bar is 50 µm. The position of the MF is shown by white arrowhead

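A cluster of 214 cells carried the markers that Supplementary Data 6 lists for cluster 13, without *ImpL3*, *Ald*, *sima* and *hid*, which were left out of the clustering and naming. Its cells, called 13-like here, came to 95.3% from the *Rbf* mutant (204 cells), and 10 cells came from 6 wild-type libraries. *Rbf* replicate 1 gave 163 of the 204 cells, and *Rbf* replicates 2 and 3 gave 21 and 20. The 13-like share was 10.2% of the cells of *Rbf* replicate 1 (95% Wilson interval 8.77 to 11.7), 0.648% of *Rbf* replicate 2 (0.424 to 0.988) and 1.04% of *Rbf* replicate 3 (0.674 to 1.60). In the wild type it averaged 0.0702% ± 0.101 (SD, n = 11) and was at most 0.336%, in wild-type replicate 1 (1 of 298 cells). The genotypes differed by 3.88 percentage points (exact permutation test, p = 0.00549, the smallest p that the splits allow, adjusted p = 0.0308 over 14 shares). Without *Rbf* replicate 1 the difference was 0.773 points, and every *Rbf* mutant library stayed above every wild-type library. A minimum of 500 genes per cell gave the largest difference, 6.86 points, without passing (exact permutation p = 0.0824), and left 1 such cell in *Rbf* replicate 2. Clustering without the genes changed between the genotypes, a setting chosen after these values had been seen, gave 112 such cells, 96.4% of them from the *Rbf* mutant, and a difference of 2.16 points (exact permutation p = 0.0220).

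**Figure D3:**
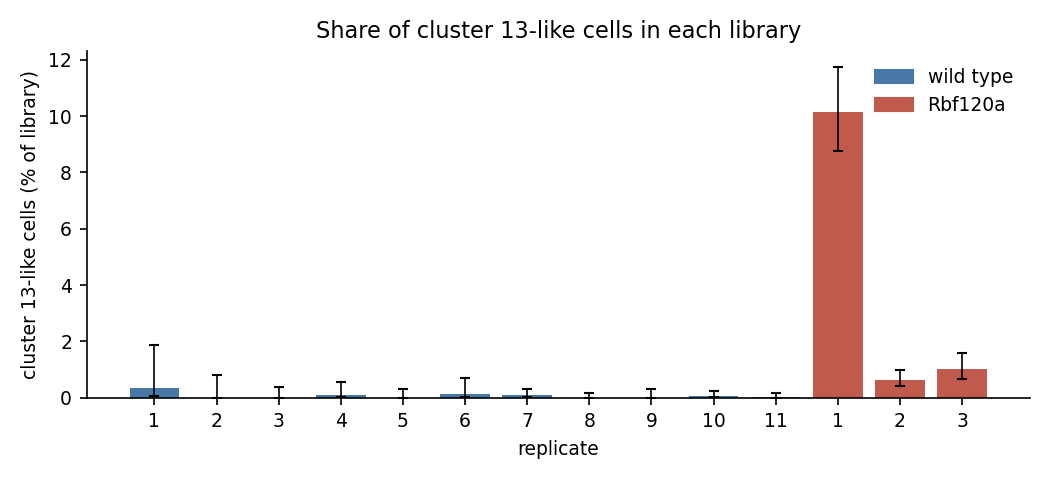
Share of 13-like cells in percent of the kept cells of each library, as a bar per library with its 95% Wilson interval (wild type, n = 11; *Rbf* 120a, n = 3). The bars of the 3 *Rbf* mutant libraries, at 10.2, 0.648 and 1.04%, lie above all bars of the wild type.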

In striking contrast to subtle differences described above, cluster 13 consisted of almost exclusively *Rbf*^*120a*^ cells (Fig. 5a). 

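UMIs of 13-like cells were compared with those of all other cells of the same *Rbf* mutant library, with the library as a block. This covered 6321 genes, of which 99 changed (edgeR), 77 up and 22 down, against a median log2 fold change of -0.18 over all genes tested. The count fell to 16 without *Rbf* replicate 1, with 7 up and 9 down, so the excess of rises was lost there. It was 62 without *Rbf* replicate 2 (57 up and 5 down) and 54 without *Rbf* replicate 3 (45 up and 9 down). On simulated counts with a common spread for all genes, the test found 58 of 200 changed genes, which had been drawn from the more abundant ones. *ImpL3*, the symbol in the files for lactate dehydrogenase, is annotated as *Ldh* at 6259105 to 6262694 on 3L (BDGP6.54). It had the lowest adjusted p of all genes, with 802 ± 504 CPM (SD, n = 3) in 13-like cells and 40.1 ± 33.2 in other cells, a log2 fold change of 4.36 (standard error 0.42, adjusted p = 6.64e-21, edgeR). The fold changes stayed between 3.93 and 4.66 with each of the 3 libraries left out, and in each library *ImpL3* was higher in 13-like cells. A UMI of *ImpL3* was found in 62.6%, 23.8% and 30.0% of the 13-like cells of the 3 libraries, which numbered 102 of 163, 5 of 21 and 6 of 20 cells. Other *Rbf* mutant cells had one in 5.96%, 1.96% and 2.68%, and other wild-type cells in 3.25%. Median depth was 893.5 UMIs in 13-like and 832.5 in other *Rbf* mutant cells. The 13-like cells held 418 of the *ImpL3* UMIs of the *Rbf* mutant (62.1%), and other cells held 255. The share was 74.7%, 11.8% and 32.2% in the 3 libraries, and without *Rbf* replicate 1 it was 22.7%, or 37 of 163 UMIs. Over all cells, *ImpL3* had a log2 fold change of 1.84 between the genotypes (adjusted p = 0.0207, edgeR), which was -0.070 without *Rbf* replicate 1. It was not past the threshold under 4 of 9 other settings, the replicate block (adjusted p = 0.566), replicates 1 to 3 without the block (0.289), wild-type replicates 10 and 11 left out (0.0519) and the library set as a term (0.0609). In wild-type replicates 1 to 4 with *Rbf* replicate 1 alone it was 3.13, and in the other libraries alone -0.028.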

The *Ldh* (*ImpL3*) gene encoding lactate dehydrogenase is the top ranked marker and its expression is restricted to cells of that cluster (Fig. 5b, c and Supplementary Data 6–7). Therefore, to identify the spatial location of cluster 13 in the eye disc, we examined the pattern of *Ldh* expression in *Rbf* mutant discs by in situ hybridization. Notably, *Ldh* was highly expressed in a distinct stripe preceding the MF in *Rbf* mutant eye discs, while being undetectable in wild-type eye discs (Fig. 5d). This is consistent with previous observations of very low endogenous *Ldh* activity at this developmental stage^30^. Two other predicted markers for cluster 13 were *Ald*, encoding the glycolytic enzyme Aldolase, and *HIF1a* (*sima*), a transcription factor that directly regulates *Ldh* in flies and mammals (Fig. 5c and Supplementary Data 6–7)^30, 31^. 

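*Ald*, annotated as *Ald1* at 26254069 to 26261591 on 3R, was at 733 ± 609.6 CPM (SD, n = 3) in 13-like cells and 337 ± 47.8 in other *Rbf* mutant cells. Its log2 fold change of 0.86 did not pass the test (standard error 0.37, adjusted p = 0.392, edgeR), though it was higher in 13-like cells in 3 of 3 libraries. *Rbf* replicate 2, with 50 UMIs in 21 cells, had the highest level, and without it the log2 fold change was 0.17. *sima*, at 30058311 to 30121798 on 3R, was at 465.7 ± 156 and 326 ± 84.6, a log2 fold change of 0.49 (standard error 0.38, adjusted p = 0.780, edgeR), higher in 13-like cells in 3 of 3 libraries. A UMI of *Ald* was found in 38.2% of 13-like and 25.2% of other *Rbf* mutant cells, and one of *sima* in 51.0% and 24.5%. Over all cells neither gene differed between the genotypes, with log2 fold changes of -0.034 for *Ald* and 0.089 for *sima* (adjusted p = 0.929 and 0.804, edgeR).
A list of 12 glycolysis genes fixed beforehand, *ImpL3* and *Ald* among them, had 7 genes higher in 13-like cells, with a median log2 fold change of 0.039 and a mean of 0.39. *ImpL3* alone passed, adjusted over all genes and adjusted over the list alone (edgeR). The set tests gave p = 0.288 (fry), 0.0549 (camera with its preset correlation) and 0.487 (camera with an estimated correlation). The sign of the median changed under 5 of 15 other settings. Supplementary Data 6, held in full, lists 119 genes for cluster 13. Of these, 94 were higher in 13-like cells, 43 in each of the 3 libraries, with 15 called higher and 0 called lower (edgeR; the cell numbers limit such calls). Without the markers that named clusters, 77 of 100 were higher and 5 called. The paper tested markers over cells. From *Ldh*, *Ald* and *HIF1a* as markers, their expression in a stripe anterior to the MF, the acid pH there and its loss on RNA interference, it concludes that glycolytic genes are upregulated in cells anterior to the MF of the *Rbf* mutant.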

Consistently, both *Ald* and *HIF1a* matched the pattern of *Ldh* expression (Fig. 5d).

One consequence of upregulated glycolytic gene expression is increased glycolytic flux and subsequently excessive production of lactate which decreases intracellular pH. To determine whether this phenomenon occurs in *Rbf*^*120a*^ mutant, we used a live intracellular probe that fluoresces only in low pH conditions. As expected, no signal was detected in control eye discs (Fig. 5e) as the expression of glycolytic genes is low during late larval development^32^. Strikingly, *Rbf* mutant exhibited a high level of intracellular acidification immediately anterior to the MF (Fig. 5e) that largely corresponds to the region of elevated expression of *Ldh* and *Ald* (Fig. 5d). This is due to increased glycolytic activity as downregulation of these genes by RNA interference (RNAi) in the *Rbf*^*120a*^ background completely suppresses intracellular acidification (Fig. 5e). We concluded that an *Rbf* mutation leads to upregulation of glycolytic gene expression that is restricted to a population of cells anterior to the MF. This consequently lowers intracellular pH through increased glycolytic activity.

### Intracellular acidification increases apoptosis in *Rbf*^*120a*^

Loss of *Rbf* results in upregulation of the apoptotic gene *hid* that sensitizes cells to apoptosis. Curiously, cell death does not occur throughout the entire *Rbf* mutant eye disc. Instead, apoptosis is restricted to a stripe of cells immediately anterior to the MF (Fig. 6a)^4^, which was attributed to a transient reduction in pro-survival EGFR signaling in this region. 

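In the *Rbf* mutant libraries, *hid*, at 18167745 to 18185641 on 3L (BDGP6.54), was at 641 ± 98.0 CPM (SD, n = 3) in 13-like cells and 490.3 ± 25.2 in other cells. The log2 fold change was 0.40 (standard error 0.35, adjusted p = 0.829, edgeR), with 3 of 3 libraries higher. A UMI of *hid* was found in 114 of 204 13-like cells (55.9%), 32.5% of other *Rbf* mutant cells and 25.8% of other wild-type cells. Over all cells, *hid* was at 474 ± 33.5 in the *Rbf* mutant and 295 ± 85.7 (n = 11) in the wild type, a log2 fold change of 0.68 (standard error 0.22, adjusted p = 0.0856, edgeR). Every *Rbf* mutant library was above every wild-type library, and the test was passed only with the library set as a term, in which *hid* had a log2 fold change of 0.70 (adjusted p = 0.0467, edgeR). A list of 7 apoptosis genes fixed beforehand, *hid* among them, had 4 genes higher in 13-like cells (fry p = 0.382), and none passed by either adjustment (edgeR). Over all cells 5 of the 7 were higher in the *Rbf* mutant (fry p = 0.00337, camera p = 0.0666 with its preset correlation and 0.0833 with an estimated one), with 0 passing over all genes and 1 adjusted over the list alone.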

We noted that the pattern of apoptosis appears to match the location of the *Rbf* mutant-specific cluster 13 that also showed the expression of *hid* as a top marker (Fig. 5c, d and Supplementary Data 6–7). Since upregulation of *Ald* and *Ldh* and increased intracellular acidification are the major features of this cluster, we examined their contribution to apoptosis in *Rbf* mutant. RNAi was used to downregulate expression of each *Ald*, *Ldh* and *HIF1a* in the *Rbf*^*120a*^ background and apoptotic cells were visualized by immunostaining for cleaved Dcp-1, the *Drosophila* homolog of effector Caspase-7. Strikingly, the downregulation of *Ldh*, *Ald* or *HIF1a* significantly suppressed cell death in *Rbf* mutant cells (Fig. 6a, b and Supplementary Table 2). Collectively, these results support the interpretation that cluster 13 consists of *Rbf* mutant cells undergoing apoptosis. Importantly, intracellular acidification is not merely a consequence of apoptosis in *Rbf* mutants, since pH remains normal when cell death is induced by overexpression of *rpr* or *hid* (Supplementary Fig. 3). These results indicate that increased intracellular acidification occurs independently of the activation of pro-apoptotic signals in vivo.

**Fig. 6:**
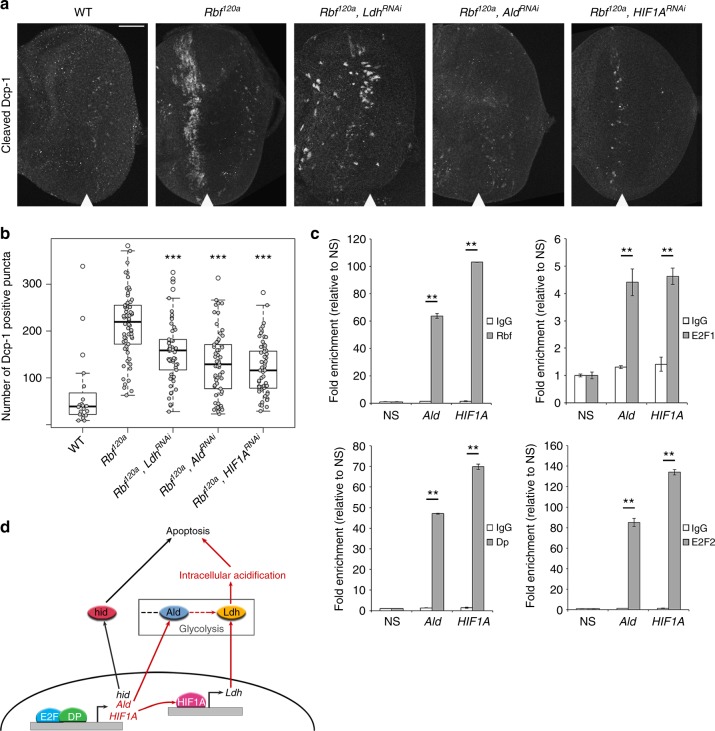
Upregulation of *Ldh*, *Ald* and *HIF1a* make *Rbf* mutant prone to apoptosis. **a** Cleaved Dcp-1 immunofluorescence displays the distinct wave of apoptosis in *Rbf*^*120a*^ that is rescued by downregulation of each *Ldh*, *Ald* and *HIF1a*. The scale bar is 50 µm. **b** Quantification of cleaved Dcp-1-positive puncta in *N* (WT) = 20 eyes, *N* (*Rbf*^*120a*^) = 62 eyes, *N* (*Rbf*^*120a*^*, Ldh*^*RNAi*^) = 54 eyes, *N* (*Rbf*^*120a*^*, Ald*^*RNAi*^) *=* 58 eyes, and *N* (*Rbf*^*120a*^*, HIF1A*^*RNAi*^) = 59 eyes. Center box line represents the median. The lower box limit is the first quartile. The upper box limit is the third quartile. The whiskers point at the variabilities outside the first and third quartiles. Values outside the whiskers are outliers. The hollow circles are outliers. One-way analysis of variance (ANOVA) test compares knockdowns versus *Rbf*^*120a*^, ***adjusted *p* value < 5 × 10^-4^. **c** ChIP-qPCR performed on larval chromatin using Rbf, E2f1, E2f2 and Dp antibodies at the promoter regions of *Ald* and *HIF1a* relative to the negative site (NS). Data are representative of two experimental replicates and show the mean and error bars represent s.e.m., two-way ANOVA test was used, **p value < 0.001. **d** Molecular mechanism of the metabolic aspect of apoptosis in *Rbf* mutant cells. The position of the MF is shown by white arrowhead

In order to understand the regulation of *Ldh, Ald* and *HIF1a* in the *Rbf* mutant, we isolated chromatin from whole wild-type third-instar larvae and performed chromatin immunoprecipitation–quantitative PCR (ChIP-qPCR). Compared to a nonspecific antibody (immunoglobulin G (IgG)), the promoter regions of *Ald* and *HIF1a* were significantly enriched with Rbf, Dp, E2f1 and E2f2 (*p* value < 0.001 using a two-way analysis of variance (ANOVA) test) (Fig. 6c and Supplementary Table 3). Since *HIF1a* is known to directly activate *Ldh*^30^, its upregulation in *Rbf* mutant is likely to be mediated by hypoxia-inducible factor-1α (HIF1α). These findings indicate that Rbf directly regulates the expression of *Ald* and *HIF1a* to prevent their inappropriate activation that leads to apoptosis (Fig. 6d).

## Discussion

Here, we employed scRNA-seq to characterize a mutant phenotype. tSNE analysis on a combined scRNA-seq dataset of wild-type and *Rbf* mutant eye disc cells identified a small cluster that corresponds to *Rbf* mutant cells undergoing apoptosis. These cells exhibit elevated glycolytic activity and increased intracellular acidification that makes them uniquely sensitive to apoptosis. The results of our computational analysis were confirmed by genetic experiments. Thus, dissecting a mutant phenotype by scRNA-seq proved to be informative in unraveling acute cellular alterations that would remain undetected using conventional methods, such as whole tissue RNA-seq.

The proper assignment of computationally predicted clusters of cells inferred from scRNA-seq data to a particular cell type is dependent on prior information about cell type-specific markers. We therefore chose the *Drosophila* eye disc due to exceptional knowledge of the underlying biology. Our wild-type catalog contains ~11,500 cells and is comparable with the estimated count of 10,000 cells in the eye disc^24^. This 1× cellular coverage proved sufficient to identify known domains, cell types and states. For example, progenitor cells in the anterior compartment were split into two clusters that matched previously described transcriptional domains^5^. Notably, additional markers were identified for each cell population (Fig. 3a) and were often ranked higher than classical markers by computational analysis (Supplementary Data 1), raising the question of their importance in eye development.

Unexpectedly, photoreceptors did not segregate according to photoreceptor type (R1–8), which is usually defined by one or two markers. One possibility is that the 1× cellular coverage, or relatively low gene capture in Drop-seq, may be insufficient to detect transcriptional variations between R types. Alternatively, this may indicate that transcriptional variations between R types are minimal at the larval stage as photoreceptors are yet to express specific rhodopsins. Moreover, the type of rhodopsin (rh) does not correlate with R type. R1 through R6 express the broad-spectrum *rh1*, while R7 and R8 express one of the four rhodopsins, *rh3, rh4, rh5* or *rh6*, responsible for color vision^33^. Instead, we find that large transcriptional changes occur later in photoreceptor development, at the onset of axonal projections. These axons establish the crucial connections with glial cells migrating from the brain required for photoreceptor survival^34^. Thus, scRNA-seq identified a distinct transcriptional switch occurring in developing photoreceptors, between EPR and LPR, that is important for their survival. This also illustrates a potential limitation when interpreting single-cell expression data, as previous findings may provide a biased expectation of how cells should cluster.

Finally, our results provide a another perspective as to why the loss of *Rbf* sensitizes cells to apoptosis. Previous studies suggested that in *Rbf* mutant larval eye discs, E2F-dependent upregulation of *hid* and the transient reduction of pro-survival EGFR signaling leads to apoptosis anterior to the MF^4^. We show that increased intracellular acidification is another key event to trigger apoptosis exclusively in this domain. Whether intracellular acidification is a cause or consequence of apoptosis remains a long-standing conundrum. The idea that cellular acidification precedes cell death was initially shown in neutrophils^35^. Our results support and expand on this hypothesis by demonstrating the causative role of intracellular acidification in apoptosis in vivo. Since lactate is readily secreted, it is possible that glycolytic cells of population 13 induce apoptosis in adjacent cells. Although we cannot completely exclude this interpretation, we note that *hid* is highly expressed in cells of population 13 indicating that apoptosis occurs in a cell-autonomous manner. Importantly, pH remains neutral in cells undergoing *rpr*- and *hid*-induced cell death, indicating that intracellular acidification is not merely a consequence of apoptosis. Whether these effects are specific to *Rbf* mutants is uncertain as it remains to be determined if elevated expression of glycolytic genes is sufficient to induce cell death in the wild-type discs. Nevertheless, our data suggest a simple model wherein loss of *Rbf* results in upregulation of the glycolytic genes such as *Ldh* and *Ald* immediately anterior to the MF. This in turn increases lactate production and lowers pH in these cells which promotes apoptosis (Fig. 6d). Although E2F directly elevates *Ald* expression, upregulation of *Ldh* is indirect and likely mediated by *HIF1a*, an E2F target. These findings underscore the sensitivity of scRNA-seq to detect transcriptional changes in a small cell population, which were previously missed in microarray and RNA-seq experiments using bulk samples.

Our work also highlights the value of a high-resolution wild-type cell atlas in mapping mutant scRNA-seq datasets. We and others^7, 36^ note remarkable reproducibility of scRNA-seq among samples, as cells from almost a dozen replicates unbiasedly contributed to each population. We suggest that using single-cell genomics to profile mutant phenotypes may identify previously unappreciated biology by detecting restricted cellular perturbations.

## Methods

### Fly stocks

All stocks and crosses were maintained at 25 °C in vials containing standard cornmeal agar medium.

Wild-type stock used for scRNA-seq and genetic experiments: *y, v; attp2* (Bloomington#36303)

*Rbf*^*120a*^*/FM7, GFP* (gift from Nick Dyson)

*Mi{y[+mDint2]=MIC}NK7.1[MI02850]* (BDSC),

*Mi{PT-GFSTF.1}Ace[MI07345-GFSTF.1]* (BDSC),

*P{ry[+t7.2]=A92}nrm[A37] sr[1] e[s] ca[1]* (BDSC),

*P{w[+mC]=lacW}mirr[B1-12]/TM6B, P{w[+mC]=tub-QS.P}4A Tb[1]* (BDSC),

*P{w[+mC]=lacW}sls[j1D7]* (BDSC)

*P{ry[+t7.2]=lArB}cpo[2] ry[506]*(BDSC)

*Mi{y[+mDint2]=MIC}pigs[MI11007]* (BDSC)

*Rbf*^*120a*^ ey-FLP / Y; act5C>FRT>stop>FRT>GAL4, UAS-GFP (gift from Nam-Sung Moon),

*P{y[+t7.7] v[+t1.8]=TRiP.JF02071}attP2* (BDSC),

*P{y[+t7.7] v[+t1.8]=TRiP.HMC06145}attP40* (BDSC),

*UAS-Ldh*^*RNAi*^ (VDRC-KK#110190),

*P{y[+t7.7] v[+t1.8]=TRiP.HMS00832}attP2* (BDSC),

*P{y[+t7.7] v[+t1.8]=TRiP.HMS00833}attP2* (BDSC),

*P{w[+mC]=GAL4-ninaE.GMR}12* (BDSC),

*P{w[+mC]=GMR-rpr.H}S* **(**BDSC),

P{w[+mC]=GMR-hid}SS1, y[1] w[*] P{ry[+t7.2]=neoFRT}19A; P{w[+m*]=GAL4-ey.H}SS5, P{w[+mC]=UAS-FLP.D}JD2 (BDSC)

*P{y[+t7.7] v[+t1.8]=VALIUM20-EGFP.shRNA.3}attP40* (BDSC)

Final genotypes:

*Rbf*^*120a*^, ey-FLP / *Y; act5C>FRT>stop>FRT>GAL4* / *UAS-Ald*^RNAi^

*Rbf*^*120a*^, *ey-FLP / Y; act5C>FRT>stop>FRT>GAL4 / UAS-Ldh*^RNAi^

*Rbf*^*120a*^, *ey-FLP / Y; act5C>FRT>stop>FRT>GAL4 / UAS-sima*^RNAi^

*GMR-GAL4 / UAS-EGFP*^RNAi^.

### Fluorescent in situ hybridization

Third-instar wandering larval eye discs were dissected in phosphate-buffered saline (PBS) and fixed in 4% formaldehyde+1× PBS for 15 min on ice, then in 4% formaldehyde+1× PBS + 0.1% DOC + 0.1% Triton X-100 for 15 min at room temperature (RT). Proteinase K (New England Biolabs) was used at a final concentration of 0.5 μg/mL in PBT (1× PBS+0.1% Tween-20). Digoxigenin (DIG)-labeled RNA probes were denatured at 90 °C for 4 min, using 3–5 μL probe in 25 μL hybridization solution and hybridization was carried out following ThermoFisher FISH Tag RNA Kit suggested hybridization protocol (https://tools.thermofisher.com/content/sfs/manuals/mp32952.pdf). The protocol was modified after Post-Hybridization step 13.7. Mouse anti-DIG (Sigma, #11333062910 (1:250) was added in PBT and samples were incubated overnight at 4 °C. After overnight incubation, samples were washed 5 times in PBT for 5 min. Anti-mouse secondary Cy3 antibody (Jackson Immunoresearch (1:300)) was added in PBT and incubated for 1 h. Finally, samples were washed three times in PBT for 5 min then mounted in FluorSave (EMD Millipore, #345789) on a glass slide. All steps carried out with gentle rocking on nutator, unless specified. Samples were imaged using Zeiss Confocal microscope.

### DIG-labeled probes

PCR primers were created for genes, with an average fragment length of 500 bp. Whole third-instar larvae complementary DNA (cDNA) was amplified by PCR using Q5 High-Fidelity DNA Polymerase (New England Biolabs, #M0491S). DNA purification was performed with QiaGen QIAEX II 20051. A second round of PCR was carried out using 1 ng of cDNA from first PCR, and reverse primers containing the T7 primer; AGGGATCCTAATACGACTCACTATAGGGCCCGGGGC. T7 RNA polymerase (Sigma, #10881767001) along with DIG RNA labeling mix (Sigma #11277073910) were used for in vitro transcription and incubated for 5–6 h at 37 °C. RNA was then purified using NucleoSpin RNA clean-up (Macherey-Nagel, #740948). Gene primers were as follows: *CG9336*: CCTGAAGTTCGAGGCTGATG, CAACCATTCGTCGTGCATTT, twit: TGAAGCCCATCCATCCAACC, GGCAAGTGTCCCCGAAACTA, *Ldh* (*ImpL3*): ACGGCTCCAACTTTCTGAAG, TTGTTCAACTTCGGTGGGAG, *Ald*: CTCTGAGGATGAGGTCACCA, ATGTTCTCCTTCTTGCCAGC,

*HIF1A* (*sima*): GAGGGTGGCTTCGAGTTTAG, GGTTTTCCACTCTCCTCTGC.

### Chromatin immunoprecipitation–quantitative polymerase chain reaction

Fifteen third-instar larvae were collected and homogenized using a tissue grinder with 60 mM KCl, 15 mM NaCl, 4 mM MgCl_2_, 15 mM HEPES (pH 7.6), 0.5% Triton X-100, 0.5 mM dithiothreitol (DTT), 10 mM sodium butyrate and protease inhibitor cocktail (Complete, Roche)^37^. Crosslinking was done in 1.8% formaldehyde for 15 min followed by 225 mM Glycine. Lysis buffer is 15 mM HEPES at pH 7.6, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, 1% Triton X-100, 0.5 mM DTT, 0.1% SDS, 0.5% lauroylsarcosine and 10 mM sodium butyrate with protease inhibitor cocktail (Complete, Roche)^37^. Chromatin was sheared using a Branson 450 Sonifier. Antibodies used for immunoprecipitation are rabbit anti-DP (#212, gift from Nick Dyson), mouse anti-Rbf (DX3/DX5, ratio 1:1 gift from Nick Dyson), rabbit anti-E2f1 (#210 gift from Nick Dyson and anti-E2f1 from Gunter Reuter, ratio 1:1), rabbit anti-E2f2 antibodies (#79 gift from Nick Dyson), and rabbit IgG (Sigma) as nonspecific antibody. Samples were pulled down with Protein G Dynabeads (Invitrogen), then washed with lysis buffer four times, with TE (pH 8) twice and eluted. Decrosslinking was done overnight at 65 °C. Samples were treated with RNase A (Sigma) for 1 h at 37 °C followed by proteinase K for 2 h at 50 °C. Then, DNA was purified by phenol–chloroform extraction and overnight ethanol precipitation.

The immunoprecipitated DNA along with the input genomic DNA (collected before precipitation) was quantified by qPCR. SensiFast SYBR No-ROX Mix (Bioline) was used for qPCR. Reactions were run on a LightCycler 480 (Roche). Primer sequences are: *Aldolase* forward: TTTACCGCCCAAACGAAAGC and reverse: GCCAAGCGCTTTAAATTCCC; *sima* (*HIF1A*) forward: AAACGACCAACGCACATACG and reverse: TTTGGTTCGCGTGCAATACC. A negative sequence site that does not contain any predicted E2F-binding sites is forward: TGTGTATGCCTTGCTTGCAC and reverse TCTATGCACACGCTCTACTGAG. The protein enrichment was calculated as the percentage of immunoprecipitated DNA relative to input DNA (prior DNA precipitation) for each antibody. Data presented are relative to the negative binding site for each ChIP. Each sample was measured twice. The two-way ANOVA was used to calculate the *p* values.

### Immunofluorescence

Wandering third-instar larval eye discs were dissected in 1× PBS and fixed in 4% formaldehyde+1× PBS for 15 min, permeabilized in 0.3% PBS-T (1× PBS, 0.3% Triton X-100) two times for 10 min and then incubated with antibodies overnight at 4 °C in 1× PBS+10% normal donkey serum (NDS, Jackson Immunoresearch)+0.1% Triton X-100 blocking serum. The following day, samples were washed in 0.1% PBS-T (1× PBS+0.1% Triton X-100) three times for 5 min. Samples were then incubated with appropriate fluorescently labeled secondary antibodies (Jackson Immunoresearch) for 1 h in 1× PBS+10% NDS+0.1% Triton X-100 followed by 4′,6-diamidino-2-phenylindole (DAPI) for 5 min. Finally, samples were washed five times for 5 min then mounted in FluorSave (EMD Millipore) on glass slides. All steps were carried out at RT and with gentle rocking, unless specified otherwise. Whenever fluorescent images have been compared, they have been obtained with the same acquisition and display settings.

Primary antibodies used were: anti-β-gal: DSHB 40-1a (1:200), anti-cleaved *Drosophila* Dcp-1: Cell Signaling Asp216 (1:500), anti-Dac DSHB mAbdac1-1 (1:100), anti-Elav: DSHB 7E8A10 (1:200), anti-GFP (FITC): Abcam ab6662 (1/1000), anti-Hairy: from T. Orenic (1:4), anti-Hth: from Richard Mann (1:2000), anti-Notch DSHB C458.2H (1:100), anti-Repo: DSHB 8D13 (1:500), anti-Senseless: from H. Bellen (1:100).

### BrdU labeling

Dissected eye discs were incubated with Schneiders media (Fisher, 21720024) containing BrdU at a final concentration of 0.2 mg/mL for 2 h at RT. The tissues were fixed in 1.5% formaldehyde+0.01% Tween-20+1× PBS overnight at 4 °C. Tissues were washed twice with 1× PBS twice for 30 min. The eye discs were digested using 5 μL DNAse (Promega RQ1, #M6101) in 1× PBS at a total volume of 100 μL and incubated for 40 min at 37 °C, then washed twice for 5 min with 1× PBS+0.3% Triton. Tissues were blocked for an hour (see Immunofluorescence) and then the BrdU antibody was added (1:50 (BD Biosciences, 347580)). The Immunofluorescence protocol was followed from this step, see above.

### Cleaved Dcp-1 quantification

Confocal images were inverted and cropped in Adobe Photoshop to remove antennal discs, reducing background staining. The following filters were applied: Brightness +125, Contrast +50, levels: 0, 1.0, 220. Dcp-1-positive cells were then counted using ImageJ software using conservative parameters in order to minimize detection of background; Threshold, BlackBackground is false, Convert to Mask, Fill Holes, Watershed, Analyze Particles (size = 50–Infinity). The same parameters were used for all eye discs in each genotype. Quantification was done using two RNAi lines for *Ald* (BL#26301 and BL#65883) and counting 18 and 42 eye discs respectively, and *HIF1A/sima* (BL#33894 (48 eye discs), BL#33895 (11 eye discs)) and the datasets combined. A total number of 62 *Rbf*^*120a*^ and 54 *Ldh* knockdown eyes were used. Pooled data were analyzed in R using one-way ANOVA followed by Tukey’s HSD post-hoc test of significance. A box plot was created, individual eyes plotted as gray circles and outliers as white circles.

### Live pH staining

Third-instar larval eye discs were dissected and washed twice with 1× PBS (pH 7.4) Then, it was incubated with 1 μL of pHrodo Red AM Intracellular pH (Life Technologies cat. no. P35372) Indicator probe+98 μL 1× PBS (pH 7.4)+1 μL of the buffer included in pHrodo for 25 min. The eye discs were mounted in FluorSave (EMD Millipore #345789) on a glass slide then imaged using Zeiss Confocal microscope.

### Tissue dissociation for Drop-seq

Eye discs were dissected within 1 h and then transferred to a microcentrifuge tube where they were dissociated in a final concentration of 2.5 mg/mL Collagenase (Sigma #C9891) and 1× trypsin (Sigma #59418C) in Rinaldini solution. The microcentrifuge tube was horizontally positioned on a 225 rpm shaker for 20 min at RT. This dissociation protocol resulted in healthy single cells and less than 5% clumps.

### Drop-seq

We followed the Drop-seq protocol^7^ Online-Drop-seq-Protocol-v.-3.1-Dec-2015.pdf at http://mccarrolllab.com/dropseq/ while having four modifications. the final concentration of Sarkosyl in the lysis buffer was 0.4%. The cycles in the PCR step post exonuclease are 4 cycles, and then 12. The cDNA Post PCR was purified twice with 0.6× AMPure beads. The tagmented DNA for sequencing was purified twice: first using 0.6× AMPure beads and the second time using 1× AMPure beads.

### scRNA-seq data analysis

Illumina paired end raw sequences (FastQ file) were processed for read alignment and gene expression quantification. Drop-seq single-cell data were analyzed using the data analysis protocol described in Drop-seq cook-book (version 1.2 Jan 2016)^7^ (http://mccarrolllab.com/dropseq/) and used the Drop-seq_tools-1.13. We used STAR aligner to align the reads against *Drosophila melanogaster* genome version BDGP6 (Ensembl) and corresponding gene model was extracted from Ensembl version 90. Quality of reads and mapping were checked using the program FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

Digital Gene Expression (DGE) matrix data obtained from an aligned library is done using the Drop-seq program DigitalExpression (integrated in Drop-seq_tools-1.13). Number of cells that were extracted from aligned BAM file is based on knee plot which extracts the number of reads per cell, then plot the cumulative distribution of reads and select the knee of the distribution.

Drop-seq alignment was performed as mentioned in Drop-seqAlignmentCookbookv1.2Jan2016 at http://mccarrolllab.com/dropseq/. Alignment was performed using the *Drosophila melanogaster* BDGP6 genome while excluding mitochondria encoded genes. Quality checks were performed then matrices were created for downstream bioinformatic analyses.

### Cell clustering and discovery of cell types

The following computational figures: dotplots, feature plots, tSNE, heatmaps and gene/gene plots were generated using Seurat^8^.

Following alignment, the extracted gene matrices were subjected to unsupervised identify probable cell types using R package Seurat (R version 3.3.2, Seurat version v2.2.1). In Seurat analysis we performed initial quality control analysis and low-quality cells were filtered out using 200 and 3000 gene/cell as a low and top cutoff, respectively, min.cell = 3 and total.expr = 1e4. Statistically significant principal components were determined using JackStraw procedure. The first 20 principle components were selected to run non-linear dimensional reduction (tSNE) while a resolution of 1.6 was applied in both WT (11,416 cells) and WT+*Rbf* (5591+5203) analyses. The WT analysis was performed only on the cell barcodes as listed in WT.xlsx (Supplementary Data 8) whereas the WT+Rbf analysis was performed on WT_Rbf.txt barcodes listed in text file WT_Rbf.xlsx (Supplementary Data 9). These files exclude cells having a predominant ribosomal gene expression signature coming from each sample. Following a resolution of 1.6, the interommatidial cells (INT) split into 3 clusters in the WT analysis. Two of these have the same top markers indicating an artifact from Seurat analysis and, as a result, were both labeled as INT. The third population has a cell-cycle signature with top markers such as *Claspin*, *stg* and *PCNA*. This population was therefore labeled as SMW. Populations having heat shock proteins as top markers and any remaining ribosomal proteins were grouped and labeled as other in dark gray.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) is a computational method that determines whether an a priori defined set of genes shows statistically significant, concordant differences between two biological states. We applied this statistical analysis to find which Gene Ontology (GOBP) shows statistically significant, concordant differences in each cell cluster.

Using average expression of genes in each cell cluster, we selected UND, EPR and LPR populations for GSEA analysis. We calculated the log2 fold change (log2FC) = log2(*B*)–log2(*A*); where *B* is the average expression value of a specific gene in the cluster of interest and *A* is the median expression value of that gene in the other clusters. The log2FC values were then ranked and ranked genes matched to categories of GOBP (http://www.go2msig.org/cgi-bin/prebuilt.cgi?taxid=7227). The normalized enrichment score for each process was calculated based on the Broad Institute’s GSEA directions after 10,000 permutations to obtain accurate false discovery rate (FDR) values (http://software.broadinstitute.org/gsea/index.jsp). We used gitools v1.8.4 to create the heatmap while using FDR < 0.05 as the cutoff for significantly enriched, upregulated biological processes. If the processes are down-regulated, they were labeled as FDR = 1.

### Monocle 2 trajectory

Single-cell pseudotime trajectory was constructed using Monocle 2^29^ (monocle version 2.8.0, with R version 3.5.0) using UND, PPN, MF, INT, EPR and LPR cells from the WT scRNA-seq data. The following parameters were used to generate the plot: top 1500 genes were selected, Rho = 20 and Delta = 20, *q*val < 0.01 and DDRTree dimension reduction method.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Source Data

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Peer Review File

Source Data

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request. All raw and processed data have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE115476. Raw and processed data were also deposited in the European Bioinformatics Institute ArrayExpress with the accession numbers E-MTAB-7194 and E-MTAB-7195. Interactive tSNEs were submitted to the Broad Institute single cell portal (https://portals.broadinstitute.org/single_cell) for the wild-type and wild-type/Rbf analyses. The source data underlying Figs. 1b and 3b and Supplementary Tables 2 and 3 are provided as a Source Data file.

# Supplementary material for: Single cell RNA-sequencing identifies a metabolic aspect of apoptosis in Rbf mutant
**Source:** Nat Commun. 2018 Nov 27;9:5024. doi: 10.1038/s41467-018-07540-z
**Supplement:** Supplementary file 1 — Supplementary Information

**Single cell RNA-sequencing identifies a metabolic aspect of apoptosis in *Rbf* mutant**

Majd M. Ariss et. al

Supplementary Figure 1. Cell of origin and R type feature plots

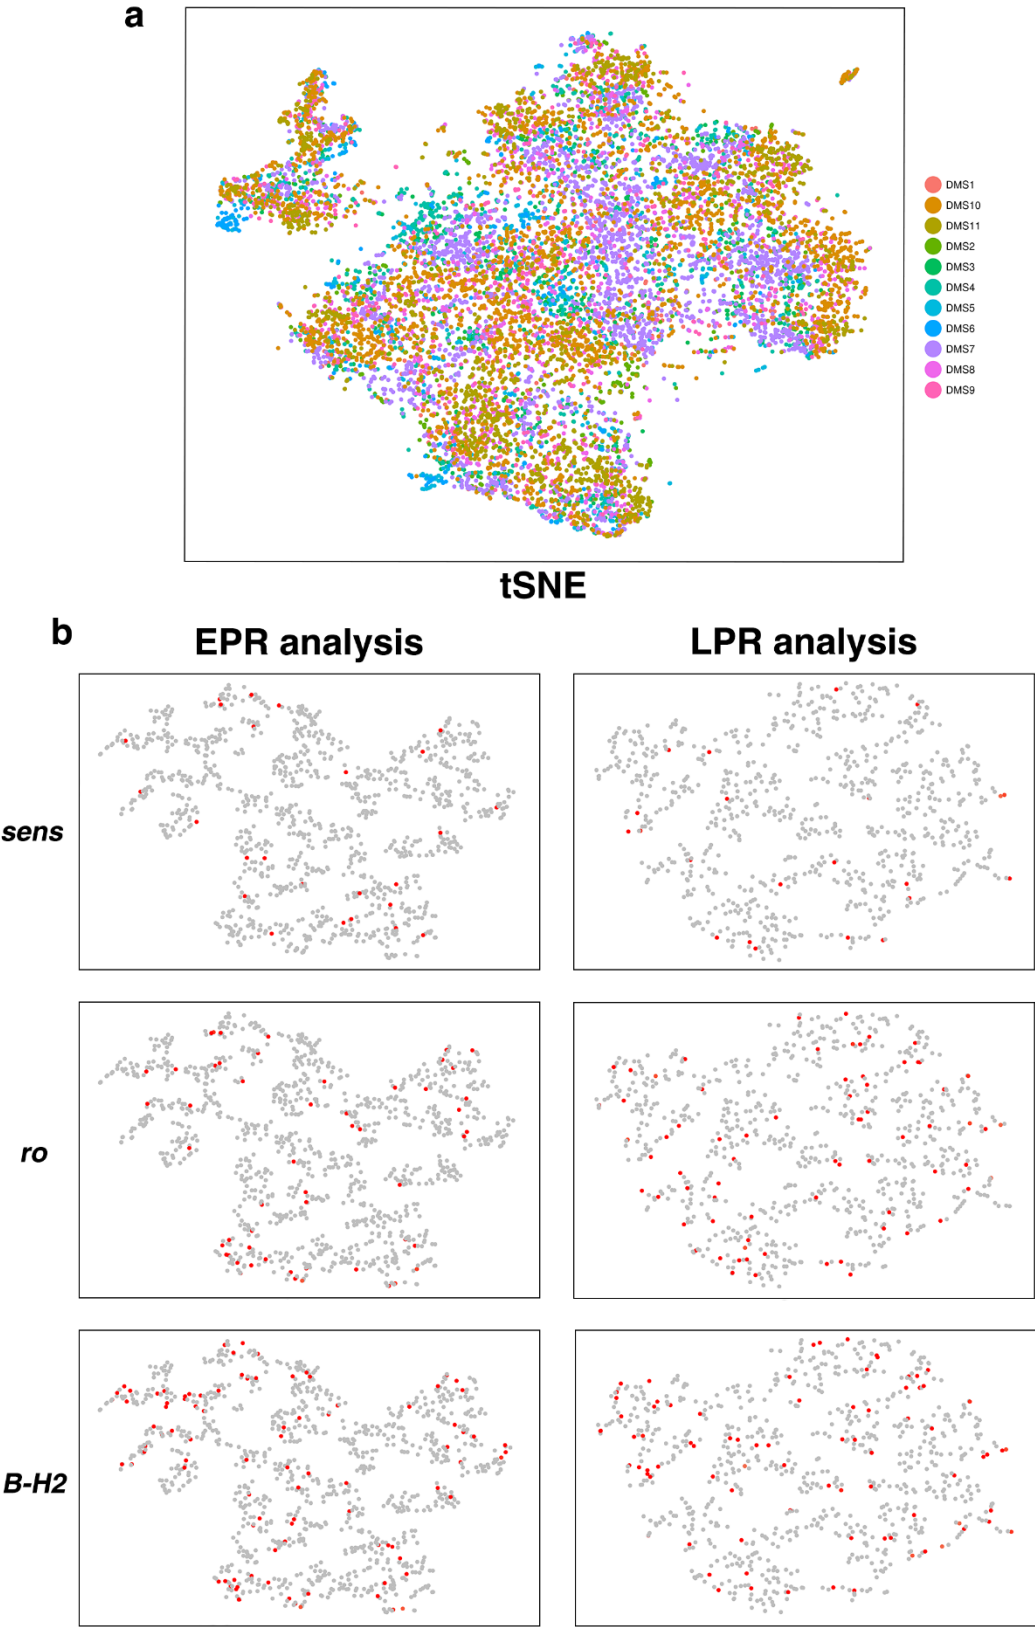

a) tSNE showing the populations shared by all replicates (apart from HEMO which is shared by 10 replicates). Legend: DMS # = Drosophila Melanogaster Sample #. b) Left panel: Feature plots for *sens*, *ro*, and *B-H2* following Seurat analysis on EPR cells. Right panel: Feature plots for *sens*, *ro*, and *B-H2* following Seurat analysis on LPR cells. Both panels show randomly scattered expression of *sens*, *ro*, and *B-H2* indicating that photoreceptors do not cluster by R-type within EPR and LPR.

**Supplementary Figure 2. Monocle 2 trajectory using UND PPN MF INT EPR LPR**

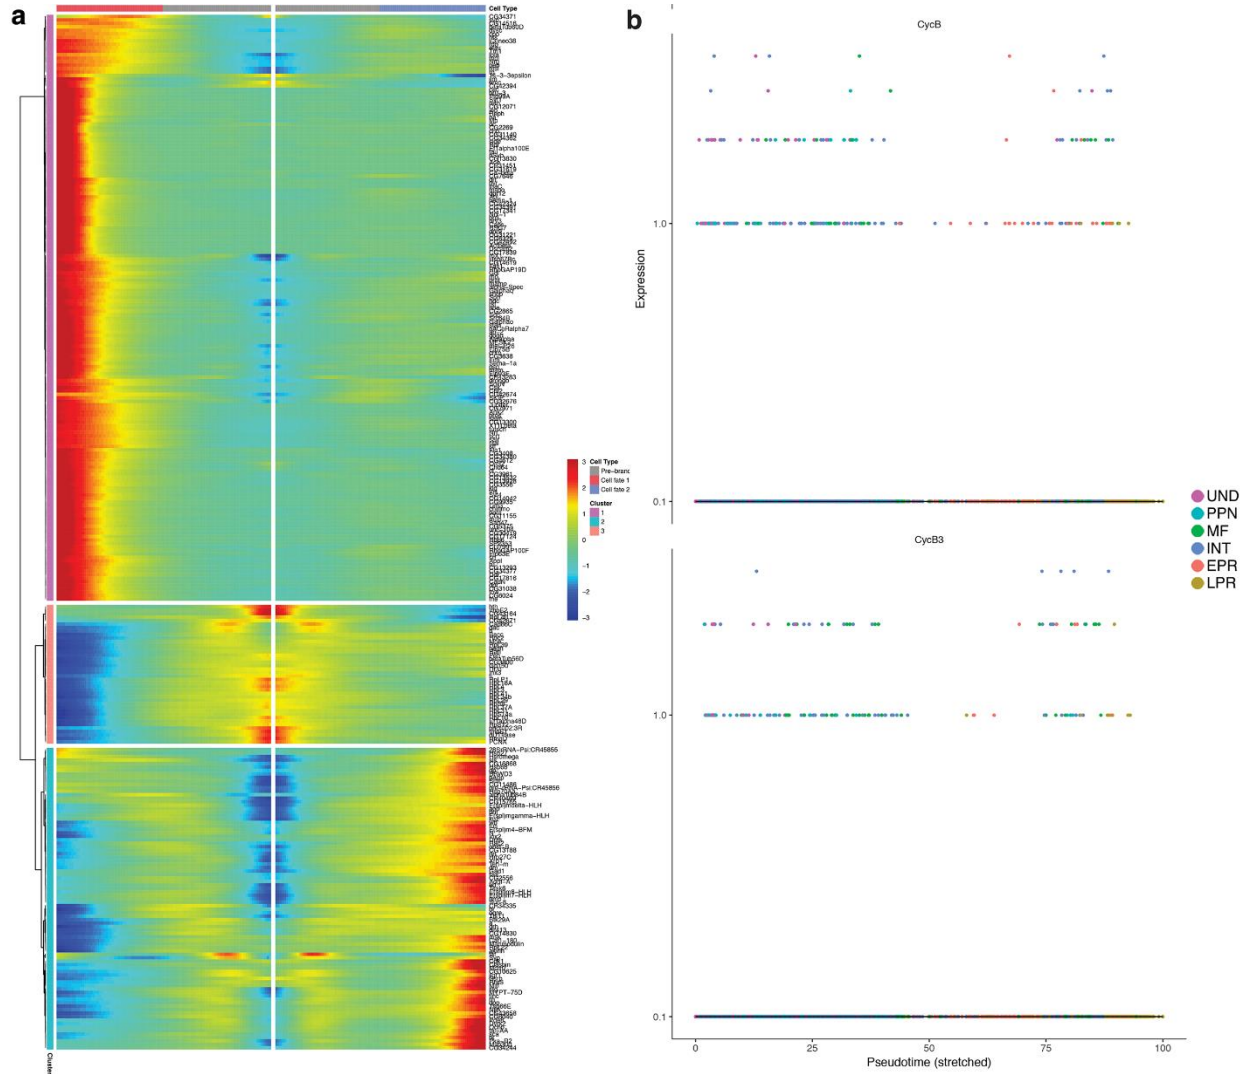

a) Heatmap showing marker highly expressed in each branch. b) CycB and B3 are expressed in INT cells indicating that the middle top branch in the pseudotime is due to G2/M arrested INT cells.

**Supplementary Figure 3. Activation of apoptosis does not result in low pH**

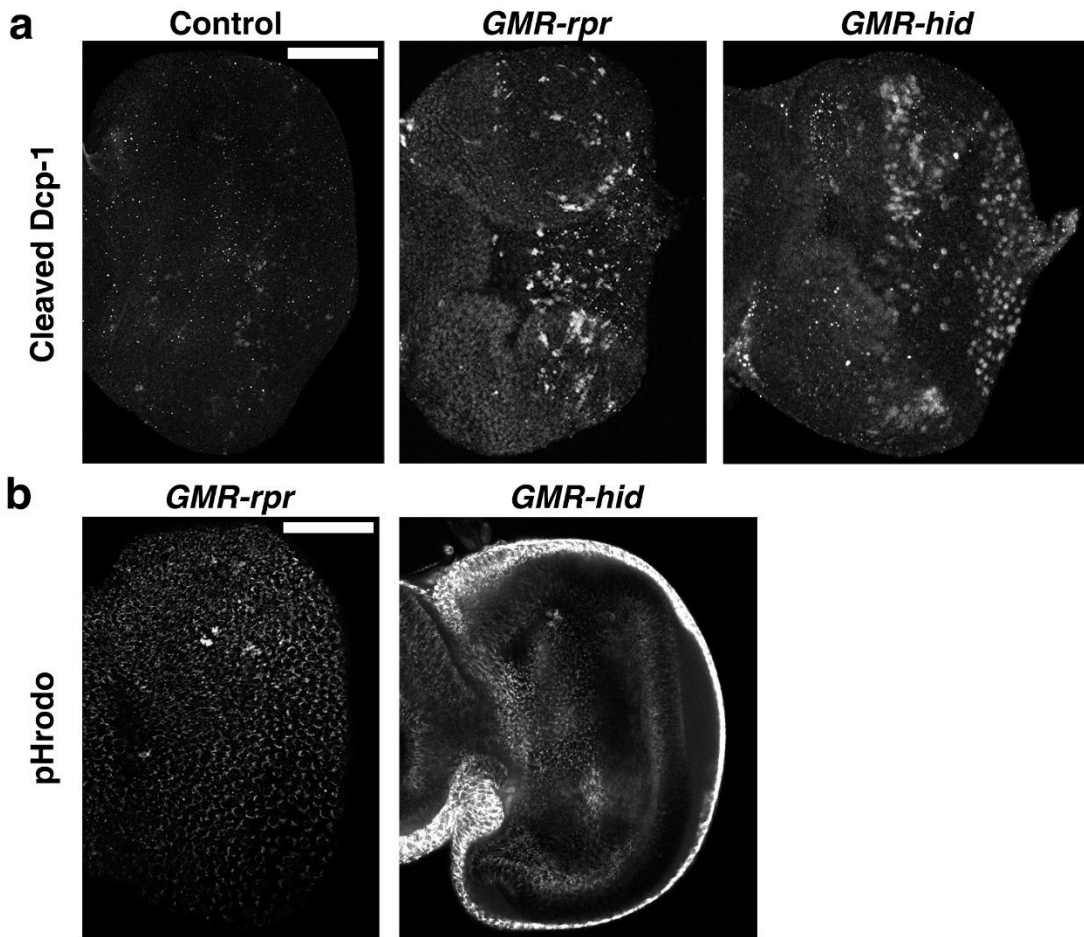

a) Cleaved Dcp-1 staining shows an increase in apoptosis in *GMR-rpr* and *GMR-hid* eye discs, compared to control. The scale bar is 100  $\mu\text{m}$ . b) No reduction in pH was observed in *GMR-rpr* and *GMR-hid* eye discs. The scale bar is 100  $\mu\text{m}$ .

**Supplementary Table 1. Cell type marker list for labelling tSNE**

| <b>Population</b> | <b>Genes</b>                                                    | <b>Note</b>                                                                                           |
|-------------------|-----------------------------------------------------------------|-------------------------------------------------------------------------------------------------------|
| ANT               | <i>Dll, disco-r, ss, hth</i>                                    | Does not express <i>Lim1</i>                                                                          |
| EAB               | <i>ct, Lim1, hth</i>                                            | Does not express <i>Dll</i>                                                                           |
| DPE               | <i>mirr, hth</i>                                                | Shares genes with <i>Ocx</i>                                                                          |
| OCx               | <i>oc, hth</i>                                                  | Shares genes with DPE                                                                                 |
| VPE               | <i>cv-c, hth</i>                                                | Does not express <i>mirr, ct, Lim1</i> or <i>oc</i>                                                   |
| UND               | <i>hth, toy</i>                                                 | Does not express <i>Lim1, ct, h,</i> and <i>dac</i>                                                   |
| PPN               | <i>dac, h</i>                                                   | PPN loses expression of <i>hth</i> vs. UND                                                            |
| MF                | <i>E(spl)</i> genes,<br><i>Notch, dac</i>                       | Does not express <i>h</i>                                                                             |
| INT               | <i>ed, Mmp2</i>                                                 | Does not express neuronal markers<br>or cell cycle genes                                              |
| SMW               | <i>Claspin, PCNA,</i><br><i>Mcm7, Mcm10, stg,</i><br><i>dap</i> | Cell cycle genes are upregulated.<br>Shares markers with INT and does<br>not express neuronal markers |
| EPR               | <i>twit, scrt, Futsch,</i><br><i>Appl, elav</i>                 | Expressed neuronal markers and<br>shares markers with INT                                             |
| LPR               | <i>jeb, nrv3, nSyb,</i><br><i>Ace, Dscam2</i>                   | Expresses neuronal markers and<br>shares markers with INT. Top genes<br>play a role in axonogenesis   |
| PG                | <i>Con, stg, CG3168,</i><br><i>CG9328</i>                       | Repo and cell cycle genes are<br>upregulated                                                          |
| WG+SPG            | <i>gli, nrv2, sty,</i><br><i>moody</i>                          | Repo is upregulated                                                                                   |
| HEMO              | <i>hml, BM-40-</i><br><i>SPARC, Cg25C,</i><br><i>regucalcin</i> |                                                                                                       |

**Supplementary Table 2. Box plot values of Dcp-1 quantified eye discs**

|                | WT   | <i>Rbf<sup>d20a</sup></i> | <i>Rbf<sup>d20a</sup>, Ldh<sup>RNAi</sup></i> | <i>Rbf<sup>d20a</sup>, Ald<sup>RNAi</sup></i> | <i>Rbf<sup>d20a</sup>, HIF1A<sup>RNAi</sup></i> |
|----------------|------|---------------------------|-----------------------------------------------|-----------------------------------------------|-------------------------------------------------|
| Minimum        | 9    | 63                        | 28                                            | 23                                            | 29                                              |
| First Quartile | 22.0 | 173.2                     | 118.2                                         | 78.25                                         | 78.0                                            |
| Median         | 39.0 | 219.5                     | 158.5                                         | 129.0                                         | 116.0                                           |
| Third Quartile | 61.0 | 254.8                     | 181.5                                         | 170.25                                        | 157.0                                           |
| Maximum        | 338  | 382                       | 325                                           | 313                                           | 282                                             |

**Supplementary Table 3. ChIP-PCR values using Rbf, E2F1, Dp and E2F2 antibodies**

| <b>Enrichment relative to negative site</b> |             |             |             |             |             |
|---------------------------------------------|-------------|-------------|-------------|-------------|-------------|
|                                             | IgG         | Rbf         | E2F1        | Dp          | E2F2        |
| <b>Negative site</b>                        | 1           | 1           | 1           | 1           | 1           |
| <i>Ald</i>                                  | 1.301549195 | 63.68792833 | 4.410761131 | 47.1136544  | 85.13083984 |
| <i>HIF1A</i>                                | 1.410430408 | 103.0747969 | 4.628343388 | 69.85083046 | 134.0208244 |
| <b>Standard error</b>                       |             |             |             |             |             |
|                                             | IgG         | Rbf         | E2F1        | Dp          | E2F2        |
| <b>Negative site</b>                        | 0.05237828  | 0.088868346 | 0.121753486 | 0.033081019 | 0.107810003 |
| <i>Ald</i>                                  | 0.051681838 | 1.732083308 | 0.489779534 | 0.204007254 | 3.879614175 |
| <i>HIF1A</i>                                | 0.258034781 | 0.11153005  | 0.299901351 | 1.261072236 | 2.578694796 |

# Supplementary material for: Single cell RNA-sequencing identifies a metabolic aspect of apoptosis in Rbf mutant
**Source:** Nat Commun. 2018 Nov 27;9:5024. doi: 10.1038/s41467-018-07540-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Title:** Supplementary Data 1.
**Description:** Differentially expressed genes in each population in the WT analysis

**Title:** Supplementary Data 2.
**Description:** Average expression of genes in the WT analysis

**Title:** Supplementary Data 3.
**Description:** GOBP for UND vs. EPR and LPR

**Title:** Supplementary Data 4.
 **Description:** GOBP for EPR vs. LPR and UND

**Title:** Supplementary Data 5.
**Description:** GOBP for LPR vs. EPR and UND

**Title:** Supplementary Data 6.
**Description:** Differentially expressed genes in each population in the WT and Rbf120a analysis g.

**Title:** Supplementary Data 7.
**Description:** Average expression of genes in the WT and Rbf120a analysis h.

**Title:** Supplementary Data 8.
**Description:** Cell barcodes used in the WT analysis i. Supplementary Data 9. Cell barcodes used in the WT and Rbf120a analysis

**Title**: Supplementary Data 9.

**Description**: Cell barcodes used in the WT and Rbf120a analysis

# Supplementary material for: Single cell RNA-sequencing identifies a metabolic aspect of apoptosis in Rbf mutant
**Source:** Nat Commun. 2018 Nov 27;9:5024. doi: 10.1038/s41467-018-07540-z
**Supplement:** Supplementary file 14 — Source Data

**Title:** Source Data

**Description:** Unprocessed Data for Figure 1a, Figure 1b, Supplementary Table 2 and Supplementary Table 3

How the deposited data were processed for this re-analysis (not part of the article)

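The deposited data come from Drop-seq of dissected third-instar larval eye discs, 11 libraries of the wild type and 3 of the *Rbf* 120a mutant, each a replicate of its own. The genotype of a library was taken from its sample label. Per the methods of the paper, the authors aligned reads with STAR to BDGP6 without mitochondrially encoded genes, used the gene models of Ensembl 90, and made a matrix of UMI counts per gene and barcode with DigitalExpression of Drop-seq_tools-1.13 for barcodes chosen on a knee plot. The deposited count values are these unnormalized UMI counts, made by the authors before deposit, with a matrix per library. This was checked on the values, which are whole numbers with a different sum for each barcode, include barcodes outside the limits of 200 and 3000 genes, and hold no mitochondrially encoded gene. The files used here hold no list of the cluster of each cell. The paper also names a single-cell portal and a further archive, which were not examined. Supplementary Data 1 and 6 could be read in full. Supplementary Data 2 and 7 could be read only in part and were not used, and of Supplementary Data 8 and 9 the first 1999 entries each could be read. Gene positions came from the BDGP6.54 annotation of Ensembl 115, a later release than the authors used, and 98.9% of the tested symbols were found in it. No read was realigned.

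Cells with 200 to 3000 genes were kept, and genes in at least 3 cells entered the clustering. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen, the trend of each gene with the logarithm of a cell's UMIs was removed, and 20 principal components gave a graph of 30 nearest neighbours. The graph was partitioned by the Leiden method at a resolution of 1.6 (leidenalg 0.10.2, igraph 0.11.9). Tools for numbers were Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 drew the figures. Every gene that the results of the paper name was left out of the variable genes and of the markers. The wild-type cells were clustered alone for the atlas and together with the *Rbf* mutant cells for comparisons of the genotypes.

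Clusters were named from markers of Supplementary Data 1 and, for the 13-like class, of Supplementary Data 6, which the authors drew from these libraries. A cluster took the name of the class with the highest mean z score of its markers, if this was at least 1.0 and at least 0.25 above the next class, if at least 3 markers were raised 1.5-fold and if 1 or more was among the 10 leading genes. The removal of the trend with UMIs, the number of variable genes, the score and these thresholds were chosen after the clusters had been seen. Of 4 embeddings, with 2000 or 1000 variable genes and with or without that removal, the one in which the classes separated most clearly was kept, and the other 3 are among the alternatives. For the score, 2 forms were looked at, and the mean of z values was kept. Clusters that did not pass stayed unnamed.

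For tests of expression, UMIs were summed per library, or per library and class where a class had at least 10 cells in the library (3 for HEMO-like cells), so that the library and not the cell was the replicate. Sums were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment and 0.05 as the threshold. The genotypes were compared without a block, since nothing in the labels or the paper pairs the libraries. Classes were compared with the library as a block, since both sums come from a library. As the classes were found by clustering the same cells, the p values between classes are too small for genes that took part in the clustering or vary with those that did. Lists of genes were tested with fry and camera of limma 3.58.1, camera with its preset correlation of 0.01 and with an estimated one, and each list was also adjusted alone. DESeq2 1.42.0 was the other tool, and data.table 1.17.8 read the matrices.

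Shares of cells were compared between genotypes by an exact permutation test over the libraries, and between classes by an exact sign-flip permutation test within libraries. Co-detection of 2 genes was compared with 100000 permutations within libraries. For the share of cells with an R-cell marker, cells were thinned to 1000 UMIs. The distance of classes was 1 minus Spearman's rho over genes with at least 10 UMIs in the 3 classes. Doublets were scored in each library from 2 simulated doublets per cell and 20 components, and at most about 5% of cells were marked. As a check of the counts of genes, 100 splits of the libraries, or swaps of classes within libraries, were drawn at random with the real one among them, and the markers were tested against 20 shuffles of the classes.

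The comparisons, the tests, the markers, the lists of genes and the rule for the genes named in the text were set before the data were examined. The lists hold the genes that the results of the paper name, 12 genes of glycolysis, 11 symbols of apoptosis, 13 genes of DNA replication, 5 of mitosis, 6 of JNK signalling, *roX1* and *roX2* under both of their symbols, and *Rbf*. The values in the tables of the paper had been seen for the genes it names and for *puc*. Further genes named are the 5 largest rises and the 5 largest falls among genes past the threshold whose library values do not overlap between genotypes, or go the same way in every library for LPR-like and EPR-like cells. The pair tests of 12 genes between classes, the comparison of 14 class shares and the tests of single classes were chosen after values had been seen.

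Kept UMIs ranged from 374474 in wild-type replicate 1 to 4731952 in wild-type replicate 10. The tests were tested on simulated counts with the depth of these libraries, the same gene proportions in each library and a common spread for all genes. In these, 200 genes drawn from the more abundant ones had been changed by set folds, so the numbers found hold for such genes. For the genotypes, edgeR found 158 of these with 3 false calls and a median error of 0.198 on the log2 scale, and DESeq2 found 164 with 12 false calls. For LPR-like against EPR-like cells, edgeR found 199 with a median error of 0.081, and for 13-like cells 58 with a median error of 0.32. Of these 58 genes, 54 had been changed by the larger of the set folds. At this precision, most changed genes of 13-like cells go uncalled. In simulated cells with independent genes, each found in 5 to 9% of cells, co-detection was called in 5 of 200 runs, and with nearly exclusive genes in 189. These simulated genes gave 8.67 expected cells with both, more than *sens* with *ro* or *B-H2*.

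The alternatives set beforehand were a minimum of 500 genes per cell, no filter on cells, no upper limit of genes, a resolution of 0.8, the named genes among the variable genes, marked doublets removed, cells removed whose ribosomal share was 3 median absolute deviations over the median of their library, 5591 wild-type cells drawn at random, DESeq2, no filter on low counts, each library left out in turn, a replicate block, thinning to 500 UMIs or none, a minimum of 50 UMIs for the distance, and camera. Added after the data had been seen were a minimum of 300 genes per cell, the 3 other embeddings, and changed genes left out of the clustering. Also added were wild-type replicates 10 and 11 left out together, and replicates 1 to 3 without the block. A term for 2 sets of libraries and each of these sets alone were added as well. So were matching of cells by UMIs for co-detection and equal UMIs per class for the distance. Leaving out each library in turn was added for LPR-like against EPR-like cells.

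Not recomputed were pseudotime, the ontology analysis, the re-clustering of EPR cells alone and the alignment. Antibody stains, FISH, reporter lines, pH measurements and RNA interference have no values in the files used here. The authors' cells could not be taken over, since the lists of barcodes could be read only in part, nor could their removal of cells of a ribosomal signature. Transcripts counted near their 3′ ends say nothing about the *Rbf* 120a allele itself.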

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

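In this part, the tests of wild-type replicates 10 and 11, of 2 sets of libraries and of free RNA, and every alternative for the differences between classes, were chosen only after the result was seen.

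The rise of *PCNA* and *Mcm7* in the *Rbf* mutant differed between classes of cells. For each of 11 classes, the change in the class was compared with the mean change of the other classes by an interaction term of the edgeR model, adjusted over 22 comparisons. The rise of *PCNA* was larger in WG+SPG-like cells, by 1.37 on the log2 scale (adjusted p = 0.00544), LPR-like cells, by 1.27 (adjusted p = 5.36e-04), MF-like cells, by 1.09 (adjusted p = 1.10e-05), and EPR-like cells, by 0.93 (adjusted p = 0.00146). It was smaller in PG-like cells, with a difference of -1.23 (adjusted p = 1.49e-05), ANT-like cells (-1.19, adjusted p = 0.00146, 2 *Rbf* mutant libraries), DPE-like cells (-0.61, adjusted p = 0.0467), OCx-like cells (-0.56, adjusted p = 0.0399) and VPE-like cells (-0.55, adjusted p = 0.0379). For *Mcm7* the differences were 1.45 in LPR-like cells (adjusted p = 0.00530), 0.98 in MF-like cells, -1.10 in PG-like cells (adjusted p = 0.00301 for both) and -0.77 in VPE-like cells (adjusted p = 0.0428). EAB-like and INT-like cells had no such difference for either gene.

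Each of these 13 differences kept its direction with every *Rbf* mutant library left out that allowed a fit, and under every other setting run. Some lost significance with a library left out. Without *Rbf* replicate 1 these were *PCNA* in DPE-like (-0.55), OCx-like (-0.39) and VPE-like cells (-0.46) and *Mcm7* in VPE-like cells (-0.67). Without *Rbf* replicate 2 these were *PCNA* in DPE-like cells (-0.68) and *Mcm7* in VPE-like cells (-0.67), and without *Rbf* replicate 3 it was *Mcm7* in LPR-like cells (0.89). Of the other settings, *PCNA* in PG-like and ANT-like cells stayed past the threshold under all 12 each, and *Mcm7* in LPR-like cells under all 10. *PCNA* in EPR-like cells lost it under 5 of 10 settings, among them the removal of marked doublets (0.47), in OCx-like cells under 6 of 12, in DPE-like cells under 4 of 9, in WG+SPG-like cells under 3 of 12 (lowest 0.81), in VPE-like cells under 3 of 12, in LPR-like cells under 2 of 11 (0.65 with at least 500 genes per cell) and in MF-like cells under 1 of 12 (0.81 with 5591 wild-type cells). *Mcm7* lost it under 2 of 11 settings each in MF-like (lowest 0.43), PG-like and VPE-like cells.

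Against the depth of the cells as the whole cause of these differences stands the place of MF-like cells. At a median of 871 UMIs per cell, their rise of *PCNA* exceeded the median rise of the 7 deeper classes by 1.58 on the log2 scale, and 6 of these 7 had a smaller rise. INT-like cells, with the fewest UMIs (607.5), had a rise of 1.93, above that of 6 of the 9 deeper classes. The MF-like class joins 2 clusters, one of 1522 cells, 7.88% of them from the *Rbf* mutant, and one of 969 cells, 74.6% of them from the *Rbf* mutant and nearest to SMW after MF, so the MF-like cells of the genotypes lie largely in different clusters. The planned measure, the rank correlation of the rise with the UMIs per cell over 10 classes, was 0.321 (p = 0.372). Pearson's r was 0.503 (p = 0.129), and 0.296 without the 2 classes farthest from the others. Against free RNA as the source of *PCNA* in LPR-like cells of the *Rbf* mutant stands the level of 7 neuronal genes in VPE-like, DPE-like and OCx-like cells. Their median was 0.185 of the mean over all *Rbf* mutant cells, and at most 0.332, while *PCNA* in LPR-like cells reached 0.644. What stays open is the baseline, since wild-type PG-like cells had 147 ± 42.4 CPM of *PCNA* and wild-type LPR-like cells 20.9 ± 17.3, and the same number of added transcripts gives a larger fold on a lower baseline. Cells of neighbouring types or stages within a class stay open as well, above all for MF-like cells. A difference between cell types in their response to the loss of *Rbf*, which the design names through the genotype, is a hypothesis that was not tested further.

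In WG+SPG-like cells of the wild type, *PCNA* was at 88.8 CPM in wild-type replicate 2 and at 0 to 45.0 in the other 9 libraries, and *Mcm7* was at 49.7 CPM in wild-type replicate 3 and at 0 to 22.5 in the others. Each value stood apart from its group by Dixon's criterion. Of 29 groups of libraries, 2 had such a value, where chance gives about 1 in 20. The values rest on 2 UMIs of *PCNA* and 1 UMI of *Mcm7*. No biological explanation was tested.

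Of the 414 genes changed between *Rbf* mutant and wild-type libraries over all cells, 401 are not named in the results of the paper. The largest rises among genes whose libraries did not overlap were those of *CG12224* (log2 fold change 3.93, adjusted p = 3.51e-05), *CR44043* (3.12, adjusted p = 8.32e-06), *mthl8* (3.05, adjusted p = 3.02e-04), *blanks* (3.02, adjusted p = 2.77e-06) and *lig3* (2.93, adjusted p = 1.03e-05), all from edgeR and higher in 3 of 3 *Rbf* mutant libraries than in any wild-type library. The largest falls rest on few UMIs in the *Rbf* mutant. *CHKov1* was at 62.6 ± 20.2 CPM (SD, n = 11) in the wild type and 1.41 ± 0.614 (n = 3) in the *Rbf* mutant, with 4, 6 and 2 UMIs, a log2 fold change of -5.44 (adjusted p = 1.87e-07, edgeR). *CR45600* fell from 29.3 to 1.03 CPM (1, 3 and 5 UMIs), *CG4210* from 12.4 to 0.510 (1, 4 and 0 UMIs) and *CG8501*, a marker that named HEMO-like cells, from 8.77 to 0.456 (1, 2 and 1 UMIs). *CR44383* was at 18.9 ± 7.61 CPM in the wild type, with 0, 0 and 3 UMIs in the *Rbf* mutant, and no fold is given for it.

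Chance can be excluded for this count, since 1 of 100 splits of the libraries, the real one, gave as many genes, and the next gave 35. Without wild-type replicates 10 and 11, which hold the most barcodes, 275 genes changed, which argues against a difference of these 2 libraries as the cause. Against different shares of the cell classes as the whole cause, 154 of 155 genes that could be tested within single classes (99.4%) moved the same way in their mean over 11 classes. These are the more abundant ones of the 414. Their median change on the log2 scale was 0.874 over all cells and 0.658 within classes, so a part played by the shares stays open. The share of changed genes was 4.74% of 1498 genes on the X chromosome and 4.88% of 6982 genes on the autosomes, a ratio of 0.970. This argues only against a genetic background that changes genes all along the X chromosome more than on the autosomes. Genes were not compared by their distance from *Rbf*, so the ratio cannot decide about a background close to the allele. With a term for the 2 sets of libraries, wild-type replicates 1 to 4 with *Rbf* replicate 1 and the others, 634 genes changed, 413 of them among the 414 and in the same direction. The second set alone had 613 changed genes. The first set alone holds 1 *Rbf* mutant library, which gives no spread between mutant replicates, so no number of changed genes is given for it. The number also moved with single libraries, to 236 without *Rbf* replicate 1, 183 without *Rbf* replicate 2 and 147 without *Rbf* replicate 3. A background near the *Rbf* allele or on the autosomes and a difference in handling that goes with the genotype stay open. Every *Rbf* mutant library shares them. An effect of the mutation itself stays open as well.

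In 13-like cells, the 6 genes of JNK signalling, which the results of the paper do not name, had a median log2 fold change of 1.97 against other *Rbf* mutant cells, with 5 of 6 higher. By edgeR, *Ets21C* was raised by 2.83 (adjusted p = 5.46e-07, 3 of 3 libraries). *Ilp8* was raised by 5.66 (adjusted p = 6.29e-10, 2 of 3 libraries, 17 UMIs in 13-like cells). *upd3* was raised by 3.44 (adjusted p = 0.0198, 2 of 3 libraries, 8 UMIs). *Ets21C* lost its call without *Rbf* replicate 1 (3.10, adjusted p = 0.200, edgeR) and kept it with either other library left out. Without *Rbf* replicate 2, the only such fit for *upd3* and *Ilp8*, *upd3* lost its call (4.07, adjusted p = 0.325, edgeR) and *Ilp8* kept it. *puc* was raised by 1.11 in 3 of 3 libraries without passing (adjusted p = 0.159, and 0.0154 to 0.961 over 14 other settings). Adjusted over the list alone, 4 genes passed. As a set, the list gave p = 0.156 by fry, 1.72e-05 by camera with its preset correlation and 0.196 with an estimated one, and fry passed under 1 of the other settings in which it was run, without the block (p = 0.0341). With DESeq2 the median was 2.16, and camera with its preset correlation, run there in place of fry, passed (p = 3.73e-13). The median was 0.195 without *Rbf* replicate 1 and 0.557 without *Rbf* replicate 3. Stress signalling through JNK is a candidate explanation of the 13-like state that this set test, with fry p = 0.156, leaves open, as the test rests on 3 libraries. *kay*, *Mmp1* and *Gadd45*, which helped to name the cluster, are related to the same pathway, so the list is not independent of the naming. Doublets and the depth of the cells are weighed under the other observations.

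The transcript of *Rbf* itself, for which the parts of the paper and its tables that could be read give no value in these libraries, was at 38.4, 40.7 and 42.2 CPM in the 3 *Rbf* mutant libraries and at 13.6 to 30.1 in the wild type, with 80 to 155 and 5 to 101 UMIs. The log2 fold change was 0.78 (adjusted p = 0.0142, edgeR, 3 of 3 libraries above the wild type). It was not past the threshold without *Rbf* replicate 2 (0.79, adjusted p = 0.08145), without *Rbf* replicate 3 (0.76, adjusted p = 0.0994), without wild-type replicates 10 and 11 together (0.70, adjusted p = 0.0507) or with replicates 1 to 3 alone (0.63 to 0.70). Over these and the other settings the adjusted p ranged from 0.00187 to 0.519. In the first set of libraries alone, where 1 *Rbf* mutant library allows no test, the log2 fold change was 0.63. UMIs near the 3′ end do not show whether the transcript carries the mutation. No technical or biological explanation was tested for this gene alone.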

How the results depend on the processing

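In this part, some settings were chosen only after the data were seen, and the others were planned. Chosen late were at least 300 genes per cell, no depth regression, 1000 variable genes, and changed genes left out of the clustering. Wild-type replicates 10 and 11 left out, replicates 1 to 3 without the block, and the library set as a term were chosen late too. So were matching by UMIs, equal UMIs per class and each library set alone. For LPR-like against EPR-like cells, leaving out each library in turn was also chosen late.

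Some results kept their direction and their side of the threshold under every alternative run. *PCNA* in the *Rbf* mutant over all cells stayed between 2.00 and 2.20 on the log2 scale with settings and leave-one-out together, and was 2.28 in the second set of libraries alone. It was 1.81 in the first set alone, where 1 *Rbf* mutant library is assumed to vary like the wild-type ones, so this call adds no support. *ImpL3* in 13-like cells stayed between 3.93 and 4.71. *sima* (0.30 to 0.66) and *hid* (0.12 to 0.57) in 13-like cells stayed positive and uncalled. The mean change of *roX1* and *roX2* stayed positive and uncalled (0.33 to 0.97, and in the first and second set of libraries alone 0.35 and 0.76 for *roX1* and 0.18 and 1.20 for *roX2*), as did the ratio of co-detection of *sens* and *B-H2* (1.08 to 1.83). The number of raised pairs of markers and classes (48 to 58 of the pairs that could be tested) also kept its place, as did the variance of class shares over counting error (3.16 to 8.46 times), a value without a test. Of 592 values of the 52 marker pairs under other settings, 592 kept their direction and call. Over 117 single genes, lists and pairs, these pairs among them, 1646 of 1720 values did, 55 lost and 7 gained a call, and 12 reversed.

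The number of genes changed between the genotypes (414) kept within 1.5 times under 5 of 9 settings. It was 79 with the replicate block, which takes replicates 1 to 3 of both genotypes as paired, 86 with the same 6 libraries without the block, 275 without wild-type replicates 10 and 11 and 634 with the library set as a term. Leave-one-out gave 147 (without *Rbf* replicate 3) to 596 (without wild-type replicate 4), with 236 and 183 without *Rbf* replicates 1 and 2. Fewer libraries enter in all of these but the library set, for which the cause was not tested. *Mcm7* was 1.27 with the replicate block (adjusted p = 0.143, edgeR) and 1.20 with these libraries without it (adjusted p = 0.0976, edgeR), in both cases no longer past the threshold, with 6 of 14 libraries. Its adjusted p ranged up to 0.143 over 9 settings. In the first set of libraries alone, where 1 *Rbf* mutant library allows no test, the log2 fold change of *Mcm7* was 1.69. *ImpL3* over all cells (1.84) lost its call under 4 of 9 settings, with 1.11 under the replicate block, 2.00 with replicates 1 to 3 without it, 1.80 without wild-type replicates 10 and 11 and 1.397 with the library set as a term (adjusted p up to 0.566). Over all cells, *sima* reversed in the same 2 settings, to -0.0082 and -0.017, and *Ald* reversed without the filter on low counts, to 5.51e-04. The cause was not tested. Leave-one-out gave -0.070 to 2.35 for *ImpL3*, -0.13 to 0.080 for *Ald* and -0.13 to 0.27 for *sima* over all cells, with the lowest value without *Rbf* replicate 1 for all 3 genes.

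The share of 13-like cells and the share of photoreceptor-like cells kept their directions under all 12 settings and lost significance under 2. With the replicate block, the differences were 3.84 and -9.32 percentage points (p = 0.25 for both, the smallest that 3 pairs allow). With at least 500 genes per cell they were 6.86 (p = 0.0824) and -7.67 (p = 0.0659), and the cause was not tested. Leave-one-out gave 0.773 (without *Rbf* replicate 1) to 5.53 for the 13-like share. For the photoreceptor-like share it gave -6.78 to -4.90, not past the threshold without *Rbf* replicate 2 or without *Rbf* replicate 3, where the smallest possible p is larger.

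In 13-like cells, the number of changed genes (99) was 149 with doublets removed, with 93 up and 56 down. It was 164 without depth regression (92 up and 72 down), 59 with DESeq2 (52 up and 7 down) and 16 to 62 with a library left out. The other settings gave numbers within 1.5 times. *Ald* passed without the replicate block (1.06, adjusted p = 0.0495, edgeR), and its leave-one-out values were 0.17 to 1.31. The median of the glycolysis list (0.039) reversed with at least 300 genes per cell (-0.029), at least 500 genes per cell (-0.20), changed genes left out of the clustering (-0.22), ribosomal-high cells removed (-0.044) and no filter on low counts (-0.072), and passed at 0.13 with DESeq2, where camera with its preset correlation took the place of fry. Leave-one-out gave -0.10 to 0.27 for it. *Jra* reversed with at least 300 genes per cell (-0.071), the named genes in the clustering (-0.0097), ribosomal-high cells removed (-0.060) and no filter on low counts (-0.063), with -0.69 to 0.51 in leave-one-out. The cause was not tested for any of these.

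Between LPR-like and EPR-like cells, the number of genes (662) was 204 without the replicate block, a setting that gives up the comparison within libraries. It also tested 1659 genes in place of 2898. The other settings gave 525 to 895 and leave-one-out 582 to 674. Co-detection of *sens* and *ro*, 1.27 times the expected number, fell to 0.869 with matching by UMIs, 0.522 with at least 500 genes per cell, 0.631 with at least 300 genes per cell, 0.806 with doublets removed and 0.947 without depth regression, and none of these passed its test. The difference in the share of cells with an R-cell marker, -1.14 percentage points, reversed to 0.292 with 500 UMIs per cell, 0.285 at a resolution of 0.8, 0.0199 with the named genes in the clustering, 1.66 with doublets removed, 1.88 with ribosomal-high cells removed and 0.826 without depth regression, again without passing. The distance of the classes from MF-like cells, -0.0532, was 0.0124 without depth regression and -0.0070 with 1000 variable genes and no depth regression, and neither passed. With equal UMIs per class, the same 2 clusterings gave -0.0493 and -0.0646 and passed (p = 0.00195 and 9.77e-04, the smallest that 11 libraries allow), so unequal UMIs of the classes account for this loss. The cause was not tested for co-detection and the R-cell markers. Cells passing the filter fell to 7106 in the wild type and 2789 in the *Rbf* mutant with at least 500 genes per cell, since the minimum removes them by construction.

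Depth limits the results in several places. At a median of 772 UMIs per wild-type cell, *sens* or *ro* is found in a few percent of photoreceptor-like cells, and a pair of genes in a handful. With 21 and 20 13-like cells in *Rbf* replicates 2 and 3, most changes of single genes in that class could not be called. For single genes and classes, a setting that left the class unnamed or the gene filtered gave no value.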

Differences from the paper's values

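In this part, the minimum of 300 genes per cell, the clusterings without depth regression, the matching of cells by UMIs, the tests of pairs of classes and the comparison of class shares were chosen only after the values were seen.

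The paper gives 11416 wild-type cells after quality control, and 17965 wild-type cells passed the filter of 200 to 3000 genes here. The filters are not alike, since the paper's lists also leave out cells with a ribosomal signature. The removal of cells with a high ribosomal share, by another rule, set before the data were examined, left 17598 cells, also more than 1.5 times the paper's value. Neither of the other alternatives set before the data were examined came within 1.5 times of the paper's value, with 7106 cells at a minimum of 500 genes and 18144 cells without the upper limit. A minimum of 300 genes, chosen after the values had been seen, gave 13362 cells, within 1.5 times of the paper's value, and drops 15 of the 1998 cells found from the part of the authors' list that could be read. For the *Rbf* mutant, 6772 cells passed against the paper's 5203, less than 1.5 times apart, and the minimum of 500 genes gave 2789, which is more than 1.5 times apart.

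All 52 pairs of a gene and a class that the results name and that could be tested were raised here, so the following concern the exclusiveness of some markers and the remaining statements. The paper names PPN and SMW populations, and here none of 21 wild-type clusters met the rules for PPN or SMW. On the markers that the paper uses, an unnamed cluster of 1323 cells had *dac* and *h* among its 10 leading genes, another of 1692 cells had *h* among them, and an unnamed cluster of 633 cells had the highest *Claspin*, *PCNA* and *Mcm7* of all 21. Of the 21, 8 stayed unnamed, 1 of them with *Hsp70* genes among its leading genes, and the paper also groups populations led by heat shock or ribosomal genes as other cells. Of the alternatives set before the data were examined, the minimum of 500 genes, the removal of doublets and the named genes in the clustering gave a SMW-like cluster, as did both clusterings without depth regression, chosen after the values had been seen. No setting gave a PPN-like cluster. Among the marker statements, *CG9336* is given as exclusive to WG+SPG, and it was at 4362 CPM there and at 445 in PG-like cells, where 20.1% of cells had a UMI against 1.34% in INT-like cells. *CG3168* is given as exclusive to PG, and it was at 448 CPM there and at 65.2 in WG+SPG-like cells, where 7.85% of cells had a UMI. *NK7.1* is given as highest in WG+SPG, and with 280.2 against 256 CPM it was not separated from DPE-like cells (exact sign-flip permutation test, p = 0.631). With marked doublets removed, an alternative set before the data were examined, it was higher by 82.4 CPM (p = 0.0469), and under no other setting did it pass. *mirr* is given as absent from VPE, and it was at 225 CPM there, found in 15.6% of cells. *Lim1* is given as not expressed in VPE, where it was at 75.7 CPM and found in 5.79% of cells, lower than in EAB-like cells in 8 of 9 libraries. *cv-c* is given as a leading marker of EAB that VPE also expresses, and Supplementary Table 1 lists it for VPE and not for EAB. It was higher in VPE-like than in EAB-like cells in 9 of 9 libraries, in the direction of that table. *cpo* is given as absent from interommatidial cells, and it was at 566 CPM in INT-like cells, near the mean of the other classes, and found in 26.1% of cells. Neuronal genes are given as lacking there, and *futsch* and *elav* were above the mean of the other classes by 1.06 and 0.36 on the log2 scale (adjusted p = 1.89e-11 and 0.0392, edgeR), though far below photoreceptor-like cells.

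The paper describes the cells of the replicates as evenly spread over the clusters. Here wild-type replicate 11, with 3193 of the 17965 kept cells, gave 86.3% of an unnamed cluster of 1719 cells, and wild-type replicate 7, with 2970 kept cells, gave 60.7% of the UND-like cells. HEMO-like cells were found in 10 libraries, as in the paper, and the other 11 named classes had cells in all 11 libraries and at most 33.5% of them from 1 library. No test of evenness was made.

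The paper finds co-detection of *sens* with *ro* and with *B-H2* below the number that independence gives. Here it was 1.27 and 1.63 times that number, without passing a test in either direction (p = 0.779 and 0.258, permutation within libraries). The paper's test took cells as replicates, and the test here permuted cells within libraries. For *sens* and *ro* the ratio was below 1 under 2 of the alternatives set before the data were examined, a minimum of 500 genes (0.522) and the removal of doublets (0.806), and under 3 chosen after the values had been seen, matching by UMIs (0.869), a minimum of 300 genes (0.631) and no depth regression (0.947). For *sens* and *B-H2* it stayed above 1. The percent of cells with both genes among cells with either gene was 2.55 and 3.78, and among all EPR-like and LPR-like cells 0.229 and 0.400. The paper's values are 1.7 and 3.6. Its caption of Fig. 1d states that the plots cover all photoreceptors and that the percentage stands for doublets. It does not spell out the number of cells that each percentage was divided by.

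Between the genotypes, the paper describes small variations in the numbers of cells per population apart from cluster 13. Here 6 of 14 shares, the 13-like share among them, differed at an adjusted p under 0.05 in an exact permutation test, such as EAB-like cells with 10.5% in the *Rbf* mutant and 3.09% in the wild type. The paper gives *Ldh* as restricted to cluster 13. *ImpL3* had the lowest adjusted p here as well, and 62.1% of its UMIs in the *Rbf* mutant lay in 13-like cells, with 255 UMIs in the others. Without *Rbf* replicate 1 it was 22.7%.

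The paper gives *Ald*, *HIF1a* and *hid* as markers of cluster 13. Here *Ald*, *sima* and *hid* were higher in 13-like cells in 3 of 3 *Rbf* mutant libraries, with log2 fold changes of 0.86, 0.49 and 0.40, and none passed the test over libraries (adjusted p = 0.392, 0.780 and 0.829, edgeR). The paper's test took cells as replicates, and the test here took libraries. *Ald* was called without the replicate block (1.06, adjusted p = 0.0495, edgeR, where the adjusted p of the other settings went up to 0.961), and *sima* and *hid* under no setting. On the natural-log scale of Supplementary Data 6, over cells of both genotypes, the differences were 0.682 for *Ald*, 0.677 for *sima* and 0.774 for *hid*, and the paper's are 0.754, 0.674 and 0.795. For *ImpL3* the difference was 2.62 and the paper's is 2.92. With a minimum of 500 genes, *hid* was at 0.568, farther from the paper's value than the spread between libraries.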

Other observations

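In this part, the tests of depth and of 2 sets of libraries for the 13-like cells, the swaps of classes for their changed genes and the shuffles for the marker genes were chosen only after the result was seen.

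Most of the 13-like cells of the *Rbf* mutant came from *Rbf* replicate 1, which gave 79.9% of them and 23.7% of all kept *Rbf* mutant cells. For doublets, the measure set in advance went with the explanation. Of the 13-like *Rbf* mutant cells, 13.7% were marked as doublets against 4.29% of the other *Rbf* mutant cells, a ratio of 3.197. The excess lay in *Rbf* replicate 1, with 15.95% against 3.81%. *Rbf* replicate 2 had 4.76% against 4.94% and *Rbf* replicate 3 had 5.00% against 3.57%, with 1 marked 13-like cell each. Other values argue against doublets as the source of the class. With marked cells removed, *Rbf* replicate 1 still gave 75% of the 13-like cells. *ImpL3* was found in 62.6% of the 13-like cells of *Rbf* replicate 1, while pairs of other cells of that library would show it in 11.6%. Against the depth of the cells, the share from *Rbf* replicate 1 was 72.0% without the regression on UMIs and 92.0% with at least 500 genes per cell, both far above its share of all cells. Against a state found in *Rbf* replicate 1 alone, *ImpL3* was raised in 13-like cells of the other 2 libraries by 4.66 on the log2 scale. Wild-type replicates 1 to 4, which part with *Rbf* replicate 1 from the other libraries, held at most 0.336% of such cells, where *Rbf* replicate 1 held 10.2%. The 2 sets of libraries stay open as the source, since wild-type cells hardly enter this class in any library and the first set holds 1 *Rbf* mutant library. A difference in age or dissection of the larvae of that replicate stays open, and so does a biological difference between the discs of the 3 replicates. Neither was tested, as the labels of the libraries give no more than the genotype and the replicate.

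The numbers of genes in 3 comparisons were set against other groupings of the same sums. For LPR-like against EPR-like cells, 1 of 100 swaps of the 2 classes within libraries, the real one, gave as many genes, and the next gave 495. The classes were found by clustering the same cells, which by itself makes the real classes differ more than swapped ones, so chance cannot be excluded in this way. For the markers, 1 of 21 shuffles of the classes within libraries, the real one, gave as many raised pairs, and the next gave 6. These genes were left out of the clustering and the naming, and they can be raised in another class than the one the paper names. The shuffles argue only against a random assignment of the class labels. The paper's pairs and the naming markers were drawn from these same libraries, so this gives no independent support for the pairs. For 13-like cells, 1 of 4 swaps, the real one, gave as many as 99 genes, and the next gave 18. As 3 libraries allow 4 swaps, and as this class too was found by clustering, chance cannot be excluded. Of these 99 genes, 84 are not among the markers that Supplementary Data 6 lists for cluster 13.

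*roX1* and *roX2*, which are transcribed in males, were higher in the *Rbf* mutant libraries by 0.61 and 0.89 on the log2 scale, without passing the test (adjusted p = 0.219 and 0.258, edgeR). Their mean was 0.75, with a range of 0.33 to 0.97 when a library was left out, the lowest without *Rbf* replicate 2. A larger share of male cells in the *Rbf* mutant libraries, for which the *Rbf* gene on the X chromosome gives a reason, is a candidate explanation for the mean of 0.75. It cannot be told apart from no difference, since the spread between the libraries is too large for either gene to pass. The paper does not state the sex of the larvae used for the libraries.

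The lists of genes gave the following over all cells of both genotypes. Of the 4 JNK genes that passed the filter, 3 were higher in the *Rbf* mutant (fry p = 0.00522, camera p = 0.0156 with its preset correlation and 0.0801 with an estimated one) and 2 passed, both over all genes and adjusted over the list alone (edgeR). Of the glycolysis genes, 9 of 12 were higher (fry p = 0.0805) and 1 passed by either adjustment, which is *ImpL3*. The pair *roX1* and *roX2* gave a fry p of 0.0584. Of the 50 genes that the results of the paper name, 25 were higher (fry p = 0.0395, camera p = 0.0615 and 0.241), and 13 passed over all genes and 20 adjusted over the list alone, a list that the study picked from these libraries. In 13-like against other *Rbf* mutant cells, 1 of 13 replication genes was higher (fry p = 0.158) and 0 of 5 mitosis genes (fry p = 0.0574), and none of them passed by either adjustment (edgeR). Of the genes named in the paper, 8 of 47 were higher (fry p = 0.0382, camera p = 6.65e-05 and 0.194), and 5 passed over all genes and 22 adjusted over the list alone, in either direction. For *roX1* and *roX2* the fry p was 0.933. Between LPR-like and EPR-like cells, 1 of 8 glycolysis genes, 2 of 4 apoptosis genes, 1 of 2 JNK genes, 3 of 3 mitosis genes, the 1 replication gene tested and 0 of the 2 *roX* genes passed over all genes (edgeR), and adjusted over the list alone 3 glycolysis genes passed and the others were unchanged.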
